# Functional and Transcriptomic Characterization of Postnatal Maturation of ENS and SIP Syncytium in Mice Colon

**DOI:** 10.3390/biom13121688

**Published:** 2023-11-23

**Authors:** Zhihao Wu, Qianqian Wang, Fan Yang, Jiaxuan Wang, Yuying Zhao, Brian A. Perrino, Jie Chen

**Keywords:** enteric nervous system, cholinergic neurons, nitrergic neurons, purinergic receptors, SIP syncytium, colonic motility

## Abstract

The interplay of the enteric nervous system (ENS) and SIP syncytium (smooth muscle cells–interstitial cells of Cajal–PDGFRα+ cells) plays an important role in the regulation of gastrointestinal (GI) motility. This study aimed to investigate the dynamic regulatory mechanisms of the ENS-SIP system on colon motility during postnatal development. Colonic samples of postnatal 1-week-old (PW1), 3-week-old (PW3), and 5-week-old (PW5) mice were characterized by RNA sequencing, qPCR, Western blotting, isometric force recordings (IFR), and colonic motor complex (CMC) force measurements. Our study showed that the transcriptional expression of *Pdgfrα*, *c-Kit*, *P2ry1*, *Nos1*, and *Slc18a3*, and the protein expression of nNOS, c-Kit, and ANO1 significantly increased with age from PW1 to PW5. In PW1 and PW3 mice, colonic migrating movement was not fully developed. In PW5 mice, rhythmic CMCs were recorded, similar to the CMC pattern described previously in adult mice. The inhibition of nNOS revealed excitatory and non-propulsive responses which are normally suppressed due to ongoing nitrergic inhibition. During postnatal development, molecular data demonstrated the establishment and expansion of ICC and PDGFRα+ cells, along with nitrergic and cholinergic nerves and purinergic receptors. Our findings are important for understanding the role of the SIP syncytium in generating and establishing CMCs in postnatal, developing murine colons.

## 1. Introduction

The enteric nervous system (ENS) is composed of complex networks of neurons and ganglia, mainly containing excitatory motor neurons (cholinergic responses) and inhibitory motor neurons (nitrergic and purinergic responses) that regulate colonic movement [1,2,3]. The ENS originates from enteric neural crest stem cells (ENCCs), mainly from vagal neural crest cells, as reported previously [4,5,6]. It is well known that the regulation of the excitability of smooth muscle cells (SMC) by the ENS mainly depends on two types of interstitial cells, namely interstitial cells of Cajal (ICCs) and platelet-derived growth factor alpha positive cells (PDGFRα+ cells). ICCs, PDGFRα+ cells, and SMCs are electrically coupled to each other and constitute a functional unit known as the SIP syncytium (SMC/ICC/PDGFRα+ cell) [7,8,9]. Colonic movement is controlled by the coordination between the ENS and SIP syncytium [10]. Nitric oxide (NO) is the dominant inhibitory neurotransmitter responsible for smooth muscle relaxation via ICCs [11,12]. As an excitatory neurotransmitter, acetylcholine (Ach) also induces smooth muscle contraction by binding to M3 receptors on ICCs [13]. In addition, purines bind to purinergic P2Y receptors on PDGFRα+ cells, which are coupled to Gq/11-IP3 pathways, which, in turn, release Ca^2+^ from the endoplasmic reticulum. The increase in intracellular Ca^2+^ activates small conductance calcium-activated potassium channels (SK) which are involved in the relaxation of colonic smooth muscles via membrane hyperpolarization via the SIP syncytium electrical coupling [14].

The ENS-SIP plays an important role in gastrointestinal (GI) motility. The establishment of the ENS is gradually achieved by the proliferation and migration of ENCCs throughout the gut [15,16,17]. During embryonic week (EW) 12, the fetal colon exhibits a dense distribution of the neural network with the expression of excitatory cholinergic neural transmitters, while the expression of inhibitory nitric neural transmitters appears around EW14. Electrical stimulation fails to evoke activity in the ENS of EW 12 or EW 14 [18]. Furthermore, neuronal nitric oxide synthase (nNOS)-expressing nitrergic neurons appear at approximately embryonic day 12.5, while choline acetyltransferase (ChAT)-expressing cholinergic neurons emerge at embryonic day 14.5 [19,20,21]. These studies indicate that the ENCCs present extensive proliferation and migration at various embryonic stages, during which diverse neuron subtypes are expressed, and as a result, immature neuronal electrical activity emerges.

Mice are born with functionally immature GI motility [22]. The development of the ENS in 1-week-old mice is incomplete, based on dendritic morphologies, axon projections, and electrophysiological properties [23,24]. The motility patterns of the early postnatal period (up to 3 weeks after birth) are significantly different from the postweaning period (after 3 weeks) due to changes in diet and the microbiota [25,26,27,28]. At around 3 weeks, mice start weaning and undergo significant changes in diet (solid food), behavior, and physiology, with further development of the ENS toward functional maturation [29].

Despite some important advances in elucidating the mechanisms of neuronal regulation of colonic motility, most experiments still focus on ENS changes during embryonic and postnatal days [30,31], and the complete temporal and spatial postnatal development and malfunction of the ENS and SIP syncytium in the colon have not been fully characterized. Many colonic motor disorders occur during childhood, including Hirschsprung disease, slow transit constipation, and partial colonic obstruction (PCO), but little is known about the normal patterns of development of colonic motility after birth. Therefore, in this study, we selected mice at 1 week postnatal (infancy), 3 weeks postnatal (weaning), and 5 weeks postnatal (juvenile) to simulate the developmental process [32] and to explore the postnatal colonic development of the SIP syncytium during ENS expansion. A recent study revealed the developmental process of ENS in different spatial parts of embryonic and juvenile mice from a morphological and structural perspective, but they have not yet characterized the molecular changes in the ENS during this period [33]. Thus, we first performed molecular analyses of the ENS-SIP syncytium transcript and protein expression changes during the dynamic development of the murine colon. In the mouse colon, a rhythmic neurogenic motor pattern is reliably recorded from the isolated whole mouse colon, called the colonic motor complex (CMC) [34,35,36]. So, we next performed functional analyses including isometric force recording and measurements of CMC to investigate the functional changes during the dynamic development of the juvenile murine colon.

## 2. Materials and Methods

### 2.1. Experimental Animals

We used two animal facilities. C57BL/6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA), generated in-house at the University of Nevada, Reno, for Wes (simple western system) experiments (see below, Wes section). All other experiments were performed at Shanghai Jiao Tong University School of Medicine. C57BL/6 mice were obtained from the Experimental Animal Center of Shanghai Jiao Tong University School of Medicine. The experiments were performed according to the rules of the Institutional Animal Use and Care Committee at the University of Nevada, Reno, and in compliance with the rules of the Guide for the Care and Use of Laboratory Animals of the Science and Technology Commission of China (STCC Publication No. 2, revised 1988). The protocol was approved by the Committee on the Ethics of Animal Experiments of Shanghai Jiao Tong University School of Medicine (Permit Number: Hu 686-2009). The mice were fed ad libitum with unrestricted access to water. The mice were maintained at 23 °C under a 12 h light/dark cycle. All of the mice used in this study were age-matched postnatal 1-week-old (PW1), 3-week-old (PW3), and 5-week-old (PW5).

### 2.2. Total RNA Isolation and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Mice were sacrificed with an overdose of isoflurane inhalation followed by cervical dislocation. The entire colons were quickly removed before stripping the mucosal layers via sharp dissection. When the whole colon was opened to expose the mucosa along the mesenteric border, the proximal colon displayed a characteristic thick mucosal fold. This thick mucosal fold section was used for proximal preparation (1 or 2 cm below the ileocecal sphincter). For the distal colon, we used muscle preparations from 2 cm above the internal anal sphincter. These preparations were subsequently rinsed with Krebs–Ringer bicarbonate (Krebs) solution before being frozen in liquid nitrogen. Total RNA was isolated from proximal and distal colon tissues using the Direct-zol RNA Purification Kit (Zymo Research, Irvine, CA, USA) following which, the quality of total RNAs was determined using NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA). qRT-PCR was performed using Fast SYBR Green chemistry (Applied Biosystems, Foster City, CA, USA) on the QuantStudio3 Real-Time PCR System (Applied Biosystems). Regression analysis of the mean values of technical triplicate qPCRs for the log10-diluted cDNA was used to generate standard curves. Unknown amounts of messenger RNA (mRNA) were plotted relative to the standard curve for each set of primers and graphically plotted using Microsoft Excel. This gave the transcriptional quantification of each gene relative to the endogenous glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) (NM_008084), the standard after log transformation of the corresponding raw data. The primers used for quantifying the target transcripts are listed in Table S1.

### 2.3. RNA Sequencing and Data Analyses

Samples with an RNA integrity number (RIN) exceeding 8.5 were processed for preparation of libraries using a NEBNext Ultra II RNA Library Prep Kit from Illumina (Cat#E7770). RNA sequencing was performed using an Illumina NovaSeq 6000 platform at the DNA facility of Novogene Co., Ltd. (Beijing, China). Deep sequencing was conducted with 150 bp paired-end reads. Each biological replicate was considered as a separate sample. The raw reads were preprocessed to remove low-quality reads and adapters using Trimmomatic (a flexible read trimming tool for Illumina NGS data). All reads were then mapped to the genome (reference: Ensembl Mus musculus GRCm38.p6) using the HISAT2 method. The transcript was then assembled and quantified using the String Tie method. The expression matrix was based on FPKM and subject to Log2 (FPKM+1) normalization.

### 2.4. Wes Simple Western Automated Capillary Electrophoresis and Immunodetection

Muscles were snap-frozen in liquid N2 and stored at −80 °C. For analysis, frozen samples were placed into 0.5 mL ice-cold lysis buffer, homogenized using a bullet blender (1 stainless steel bead, speed 6), and centrifuged at 16,000× *g* (4 °C, 10 min), and the supernatants were stored at −80 °C [37,38]. Protein concentrations were determined by Bradford assay, using bovine γ-globulin as the standard [37]. Analysis of protein expression was performed according to the Wes User Guide using a ProteinSimple Wes instrument (www.proteinsimple.com, accessed from 1 January 2019 to 1 January 2020) [37,38]. Each sample was mixed with fluorescent 5× Master Mix, incubated at 95 °C for 5 min, and then loaded into a Wes 12–230 kDa prefilled plate, along with a biotinylated protein ladder, blocking buffer, primary antibodies, ProteinSimple HRP-conjugated anti-rabbit secondary antibody, luminol peroxide, and washing buffer. The plates and capillary cartridges were placed into the Wes for electrophoresis and chemiluminescence immunodetection by a CCD camera using default settings. Compass software for SW4.1.0 (ProteinSimple) was used to acquire and analyze the data and generate gel images and chemiluminescence intensities. Protein expression levels are expressed as the chemiluminescence intensity area under the primary antibody peak per µg protein. All primary and secondary antibodies used are described in Table S2.

### 2.5. Western Blot

For the detection of protein abundance, we also employed the conventional protein assay (Western blot). Briefly, 10 µL colonic tissue lysates were separated using electrophoresis, transferred to a nitrocellulose membrane, and detected by the relevant antibodies (described in Table S2) following the manufacturer’s instructions.

### 2.6. Isometric Force Recording (IFR)

Mice were sacrificed as described above. Proximal and distal colon segments were obtained as described above. Muscle strips of length 8 mm and width 2 mm were cut parallel to the circular muscle layer from both proximal and distal colon segments. A silk thread (USP 5/0) was attached to both ends of the muscle strips, and the strips were immersed in warm (37 °C) oxygenated (95% O_2_ and 5% CO_2_) Krebs solution in 25 mL organ baths. Mechanical activity was recorded on a computer connected to an isometric force transducer (Axon Instruments, Foster City, CA, USA). The contraction of the colonic smooth muscle strips was displayed using the software LabChart version 7.0. The colons of PW1 mice were too fragile to record contractions. The area under the curve (AUC) for 5-min recordings of spontaneous contractions was measured. The AUC was normalized to the control to compare the effect of the drug. We tested the effects of MRS2500 and LNNA (Tocris Bioscience, Ellisville, MO, USA), and atropine (Sigma-Aldrich, St. Louis, MO, USA) on contractions. The information of all drugs used are shown in Table S3.

### 2.7. Colonic Motor Complexes

The mice were sacrificed as described above. The entire colon was harvested and dissected to remove the mesentery and fat tissues. The feces were carefully expelled with a repeated injection of Krebs solution. A glass capillary tube was inserted carefully through the empty lumen and fixed to the floor of the dish. The colon segment was rinsed with warm Krebs solution (36.5 °C, 5% CO_2_, and 95% O_2_) and stabilized for 30–40 min to recover the colonic contraction activity. A silk thread (USP 5/0) was applied to the proximal, mid, and distal colon to connect the force transducer. CMC activity was recorded using an isometric force transducer (Masterflex, Chicago, IL, USA). We also tested the effects of MRS2500, LNNA, and atropine on CMCs at PW1, PW3, and PW5 colons. The change in frequency and amplitude was analyzed for 20-min recordings before and after each drug application.

### 2.8. Statistical Analysis (Clarify Transcriptional, Protein, IFC, and CMC Experiments)

Quantitative analysis of transcripts was expressed as mean ± SD, and all other data were expressed as means ± SEM. “n” represents the number of animals. All statistical analyses were performed using GraphPad Prism. Paired and unpaired Student’s *t* tests were used to compare groups of data, and differences were defined as significant at *p* < 0.05.

## 3. Results

### 3.1. Characterization of the Transcriptome in Young Murine Colon

To understand the development of the myenteric ENS in the young murine colon, RNA sequencing was performed on colonic tunica muscularis during the early postnatal period; PW1, PW3, and PW5. 

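Libraries were made from the colonic tunica muscularis, the muscle coat that holds the smooth muscle, the interstitial cells and the myenteric plexus, of 3 mice at each of the 3 ages. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38.p6 with HISAT2 and quantified them with StringTie, and they deposited the fragments mapped to each transcript, scaled by its length and by the mapped fragments of the library (FPKM) of 10011 genes under Ensembl identifiers, not on a log scale. Of these identifiers, 10003 were found in the GENCODE M21 annotation of GRCm38, and 9994 of them were protein-coding genes, out of 21951 that the annotation holds. The lowest value that any gene reached in its highest library was 2.09 FPKM, and the paper's text names no filter on low genes. The FPKM of the 10011 genes summed to between 200604 and 223474 per library, and between 295 and 669 genes per library were listed at 0. Since FPKM keep no read numbers, the depth of the libraries and the counting error of each value are unknown. The correlation of log2(FPKM + 1) between mice of the same age, taken across genes, was 0.872 to 0.880 in PW1, 0.821 to 0.852 in PW3 and 0.860 to 0.872 in PW5, and the genes with equal values in all 3 libraries of an age (74, 88 and 94 genes) were all listed at 0, so each library was counted as a replicate. PW3 and PW5 were each compared with PW1 on the log2(FPKM + 1) scale with limma, in a fit of the 6 libraries concerned, for genes with a mean of at least 0.5 FPKM over them. Fold changes on this scale understate the change of low genes. An exact permutation test of 3 mice against 3 gives a two-sided p of 0.1 at the smallest.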

Compared to PW1, 1016 differentially expressed genes (DEGs) (log2 (fold change, FC) ≥ 1 or ≤−1, *p* < 0.05) were detected in PW3 mice, of which 401 and 615 genes were significantly upregulated and downregulated, respectively (Figure S1A). Also, 1235 DEGs, including 463 upregulated and 772 downregulated genes, were screened in PW5 mice (Figure S1B). 

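Of 9896 genes tested, 896 met this criterion in limma's moderated test, 279 higher and 617 lower in PW3 than in PW1. With Benjamini-Hochberg adjustment over all genes tested, 378 of them had an adjusted p under 0.05, of which 133 were higher and 245 lower. At 36.4% of all genes tested all libraries of one age lay above all libraries of the other, compared with the 10% that chance gives. The split between higher and lower genes depended most on the scaling. The median log2 fold change of all genes was -0.17, and after median-of-ratios scaling, which moved this median to -0.02, 409 genes were higher and 455 lower. Leaving out PW1 replicate 2 reduced the DEGs to 789 and those with an adjusted p under 0.05 to 96. The latter number was similarly low without PW1 replicate 1 (103) or PW1 replicate 3 (119). Ces1d (ENSMUSG00000056973, chromosome 8, 93166068 to 93197838 in GRCm38) rose most among the genes whose libraries did not overlap, from 0.344 ± 0.0818 FPKM (SD, n = 3) in PW1 to 16.3 ± 4.46 FPKM (SD, n = 3), with a log2 fold change of 3.65 (standard error 0.28, limma adjusted p = 0.00422). Sst, which encodes somatostatin (ENSMUSG00000004366, chromosome 16, 23889573 to 23890958), rose from 30.3 ± 7.75 to 427 ± 219.6 FPKM (SD, n = 3), and its limma adjusted p of 0.0154 moved between 0.00797 and 0.0752 as single libraries were left out. The next largest rises were those of Tent5b, Adh1 and Retnla, with log2 fold changes of 3.25, 3.12 and 2.92. Among the falls were those of Igip, with a log2 fold change of -3.74, and Fabp7, with one of -3.34. Igf2 fell by 3.87 on the log2 scale (limma adjusted p = 0.00365), but 59.3% of the 100-base windows of its transcripts also lie in another annotated gene and its exons overlap another gene on the same strand. Mylpf, a gene of skeletal muscle, had a log2 fold change of -4.03 that rested on PW1 libraries of 6.59, 230 and 29.9 FPKM (limma adjusted p = 0.0976), and without PW1 replicate 2 it was -2.73. The identifier ENSMUSG00000095742, which the annotation does not hold, was at 57.5, 60.1 and 80.1 FPKM in PW1 and at 49.5 FPKM in PW3 replicate 1, and it was listed at 0 in the other PW3 libraries.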

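Among 9875 genes tested in PW5 against PW1, 1265 passed the same criterion, 490 of them higher and 775 lower. An adjusted p under 0.05 was reached by 957 of these genes, 336 higher and 621 lower, and by between 857 and 941 genes when single libraries were left out. Libraries of the 2 ages did not overlap at 44.2% of all genes tested. Here too the scaling shifted the balance, since 605 genes were higher and 622 lower once the libraries were scaled by the median ratio of their genes, which moved the median log2 fold change of all genes from -0.11 to 0.01. Ces1d reached 48.4 ± 0.900 FPKM (SD, n = 3), with a log2 fold change of 5.20 (standard error 0.11, limma adjusted p = 5.83e-05). Sst stood at 476 ± 42.4 FPKM (SD, n = 3) and had a log2 fold change of 3.96 (limma adjusted p = 0.000253). Car1 and Cyp2c55 also rose, with libraries that varied more. Car1, which lies on chromosome 3 from 14766216 to 14808368, was listed at 0 in PW1 replicate 1 and at 3.58 and 5.86 FPKM in the other PW1 mice, whereas its PW5 values were 799, 46.8 and 687 FPKM (limma adjusted p = 0.0163, and 0.0538 without PW5 replicate 3). Cyp2c55 was at 82.2, 5.64 and 108 FPKM in PW5, and its limma adjusted p of 0.0368 rose to 0.106 without PW1 replicate 1. Car1 belongs to a list of mucosal epithelium genes, whose mean log2(FPKM + 1) in the PW5 libraries was 4.43, 1.46 and 3.76. In PW3 this list was highest in replicate 2, where Car1 was at 1286 and Cyp2c55 at 178 FPKM. Mucosa left on the muscle of single libraries is thus not excluded for these 2 rises. Hoxd10, whose exons overlap another gene on the same strand, rose from 0.161 ± 0.0347 to 17.2 ± 1.63 FPKM (SD, n = 3). In the opposite direction, Fabp7 (chromosome 10, 57784881 to 57788450) decreased from 54.8 ± 6.51 to 0.910 ± 0.272 FPKM (SD, n = 3), with a log2 fold change of -4.87 (standard error 0.16, limma adjusted p = 0.000157). Npnt, Igf2 and Rap1a had log2 fold changes of -4.78, -5.16 and -4.67, and ENSMUSG00000095742 was listed at 0 in every PW5 library.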

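Lists of genes for cell division, DNA replication, the extracellular matrix and the cytosolic ribosome were written before the values were seen. Their subjects were taken from the paper's gene ontology terms for these same libraries, so the tests are no independent evidence for them. The lists were tested with limma's camera, which asks whether the genes of a list change more than the other genes. The adjusted p of each list was taken over the 14 lists tested. In PW3 the cell division list had a median log2 fold change of -1.43 over 38 genes (camera adjusted p = 9.72e-18), and 31 of these genes were downregulated DEGs. In PW5 its median was -2.12 (camera adjusted p = 2.05e-22) with 36 downregulated DEGs. The most abundant of its genes was Ube2c, at 32.3, 38.9 and 42.6 FPKM in the PW1 mice, 14.9, 12.2 and 10.3 FPKM in the PW3 mice and 3.24, 1.86 and 3.78 FPKM in the PW5 mice. DNA replication genes had a median log2 fold change of -1.20 in PW3 (camera adjusted p = 4.29e-16) and of -1.57 in PW5 (camera adjusted p = 6.11e-16), with 24 and 27 downregulated DEGs among 37 genes. Pcna declined from 64.7, 57.9 and 74.9 FPKM in PW1 to 19.7, 22.5 and 21.7 FPKM in PW5. For the ribosome, the median of 79 genes was -0.46 in PW3 and -0.64 in PW5 (camera adjusted p = 1.55e-08 and 4.69e-14), yet only 4 and 14 of the genes were DEGs. The extracellular matrix list did not stand apart in PW3, with a median of -0.33 over 39 genes (camera adjusted p = 0.484), and was lower in PW5, with a median of -0.71 over 38 genes (camera adjusted p = 0.0109). The mean level of each of the cell division, DNA replication and ribosome lists was lower in every PW3 and PW5 library than in every PW1 library (exact permutation test of the list mean, p = 0.1 at both ages). Under fry, another limma test that keeps the correlation between genes, these 3 lists had an adjusted p of at most 0.00633 in PW3, and with an inter-gene correlation estimated from the data only the cell division and ribosome lists in PW5 had an adjusted p under 0.05 (0.0159 for both).

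**Figure D1:**
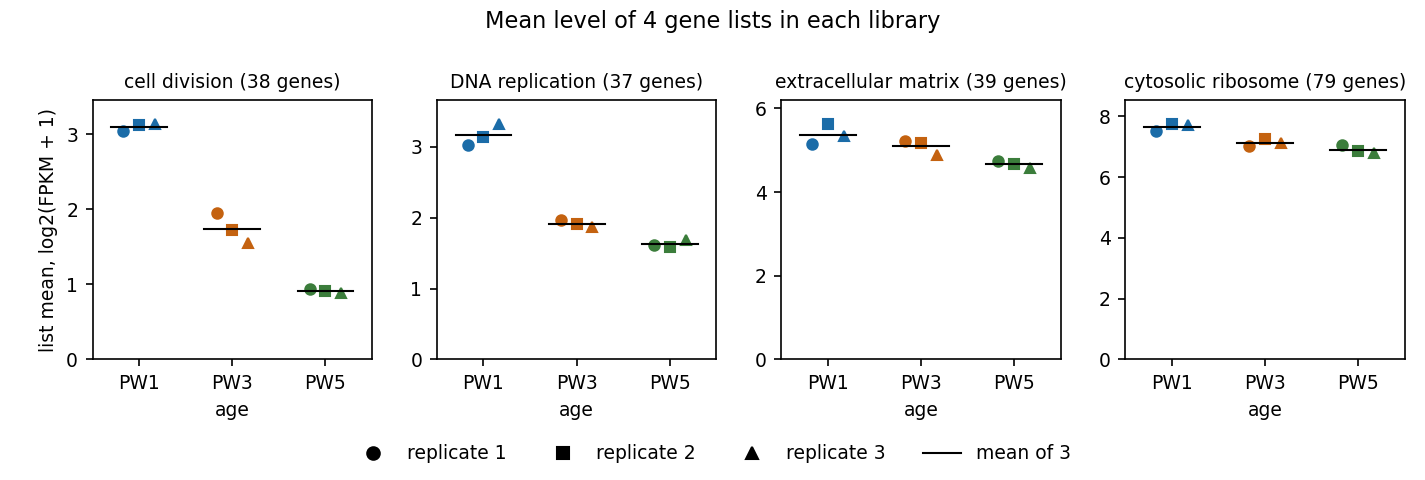
Mean log2(FPKM + 1) of the genes of 4 lists (vertical axes) in each library at PW1, PW3 and PW5 (horizontal axes), with a symbol per replicate and a line at the mean of 3. The cell division list falls from between 3.05 and 3.13 in the PW1 libraries to between 0.889 and 0.944 in the PW5 libraries.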

The results of the gene ontology analyses revealed that the majority of enriched DEGs were involved in cell division, cell growth, and cell differentiation (Figure S2A–H), suggesting that young mice were at a stage of rapid growth and development. Expectedly, some representative genes that participated in the functioning of the myenteric ENS exhibited temporal and spatial expression diversity during this period (Figure 1A), such as well-known genes involved in neuronal and glial cell subtypes (*Nos1* and *Gfap*), synapsins (*Snap25*, *Syn1*, *Syn2*, and *Syt1*), semaphorins (*Sema3a*, *Sema3b*, *Sema3c*, and *Sema3f*), voltage-gated sodium channels (*Scn7a*, *Scn1b*, and *Scn3b*), and voltage-gated potassium channels (*Kcnq2*, *Kcnq4*, and *Kcnq5*). 

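All 13 genes described here passed the filter on low values, and 10 had a higher and 3 a lower mean log2(FPKM + 1) in PW3 than in PW1, while 9 were higher and 4 lower in PW5. An adjusted p under 0.05 over all genes tested was found for 3 of them in PW3 and 5 in PW5. When adjusted over these 13 genes alone, 5 passed at each age. The latter adjustment is milder than over a longer list. It is no independent evidence, as the paper presents these genes from the same libraries and does not state how they were chosen. The paper's criterion for DEGs was met by 2 genes in PW3 and 4 in PW5. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) increased from 2.28 ± 0.412 FPKM in PW1 to 18.7 ± 6.47 in PW3 and 16.2 ± 3.38 in PW5 (SD, n = 3), with log2 fold changes of 2.53 (standard error 0.30, limma adjusted p = 0.0113) and 2.38 (standard error 0.20, limma adjusted p = 0.000944). The former had an adjusted p of 0.0626 without PW1 replicate 2. Nos1 (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840) was at 3.29 ± 0.200 FPKM in PW1, 16.0 ± 8.87 in PW3 and 5.33 ± 1.92 in PW5 (SD, n = 3). Its log2 fold change of 1.85 in PW3 had a limma adjusted p of 0.0470, which ranged from 0.0342 to 0.156 when single libraries were left out, and that of 0.52 in PW5 had one of 0.200. Snap25 (chromosome 2, 136713453 to 136782428) had log2 fold changes of 0.84 in PW3 (limma adjusted p = 0.0681) and 1.04 in PW5 (limma adjusted p = 0.000950), and without PW3 replicate 3 the former was 1.06 (limma adjusted p = 0.0127). Syt1 rose by less, 0.49 in PW3 and 0.46 in PW5 on the log2 scale (limma adjusted p = 0.0357 and 0.00523), and the PW3 value had an adjusted p of 0.148 without PW1 replicate 3. Syn1 changed by 0.43 and -0.09 and Syn2 by 0.16 and 0.13, with no adjusted p under 0.05. After median-of-ratios scaling Syn1 in PW5 moved to 0.03. In PW3 the limma adjusted p of Syn1 was under 0.05 after that scaling and after quantile normalization. From the DEGs and the gene ontology terms among them, the paper proposes that mice of these ages grew and developed rapidly, and it states that representative genes of the myenteric ENS differed in their expression over this period.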

The results of qRT-PCR further confirmed that the level of transcripts of *Kcna1* and *Scn7a*, as well as *Gfap*, was markedly increased in the colon of PW3 and PW5 mice (Figure 1B–D). Although the transcriptional level of *Scn5a*, *Snap25*, *Syn2*, and *Syt1* showed no significant increase in the colon of PW3 and PW5 mice, there was still a slight upward trend (Figure S3A–D) compared to PW1 colons. In protein analysis, GFAP expression was increased in the proximal and distal colon with development (Figure 1E). In order to further detect the ENS development extent, we performed qRT-PCR on represented markers of ENS progenitors (*Sox10*, *Ret*, and *Phox2b*) and other neuronal and glial cell subtypes (*Chat* and *S100b*). The transcriptional level of *Ret* exhibited a significant decreased tendency in the colon of PW3 and PW5 mice compared with PW1 mice. The level of transcripts of *Sox10*, *Phox2b*, *Chat*, and *S100b* showed no statistical differences, but *S100b* presented an increasing trend. These findings suggest that some neurons and glial cells undergo increasing phenotypic differentiation during early colonic development.

### 3.2. Expression of Key Genes and Proteins in SIP Syncytium following Postnatal Development

We focused on the gene expression pattern in ICCs and PDGFRα+ cells, two types of interstitial cells which are electrically coupled to SMCs and function as a SIP syncytium in controlling GI motility [39]. The qRT-PCR and Wes analyses revealed that *Pdgfrα* transcript and PDGFRα protein levels were gradually increased in both the proximal and distal colon in PW3 and PW5 mice (Figure 2A,B). The protein level of SK3 (KCNN3), which encodes Ca^2+^-activated K channels and is highly expressed in colonic PDGFRα+ cells, showed a decreased expression in the proximal colons of PW3 and an increased expression in the proximal and distal colon of PW5 (Figure 2C).The mRNA levels of *c-Ki*t, the signature gene of ICC, were also markedly elevated in the proximal colon of PW3 and PW5 mice (Figure 2D,E) but the mRNA of *c-Kit* exhibited no changes in the expression in the distal colon up to PW5 (Figure 2D). The protein levels of c-Kit also showed a significant increasing trend in PW5 mice. The protein expression of ANO1, known to be the main pacemaker conductance in ICCs [40], was also significantly increased in PW5 mice (Figure 2F). These results indicate that the development of interstitial cells, including ICCs and PDGFRα+ cells, gradually progressed in both the proximal and distal colons after birth.

### 3.3. Expression of Excitatory and Inhibitory Motor Neurons following Postnatal Development

We also investigated the genes involved in inhibitory and excitatory motor responses. The results of qRT-PCR confirmed that the transcriptional expression of *Nos1* was dramatically increased in both the proximal and distal colon of PW3 and PW5 mice (Figure 3A). Interestingly, *Nos1* expression was more robust in the proximal colon than in the distal colon (Figure 3A). Protein data show that NOS1 protein was abundantly expressed in the proximal colon of PW3 and PW5 mice (Figure 3B). In contrast, transcriptional expression of the purinergic receptor P2Y (*P2ry1*), the marker gene of PDGFRα+ cells, was increased in the distal colon of PW3 and PW5 but showed no significant change in the proximal colon (Figure 3C). The mRNA level of *P2ry1* was much higher in the distal colon than the proximal colon (Figure 3C). However the abundance of P2RY1 protein was gradually elevated in the distal colon tissues, but the elevated tendency was also observed in the proximal colon of PW3 and PW5 mice (Figure 3D). Unlike the expression pattern of P2ry1, the transcriptional level of Solute carrier family 18 member A3 (*Slc18a3*, vesicular acetylcholine transporter, VAChT), the signature gene of cholinergic neurons, was significantly increased in the proximal colon of PW3 and PW5 mice (Figure 3E) and in the distal colon of PW5 mice. *Slc18a3* mRNA level was higher in the proximal colon than in the distal colon (Figure 3E). But the protein expression of VAChT, encoded by the Slc18a3 gene, was also significantly increased in the distal colon of PW3 and PW5 mice compared to that in the proximal colon (Figure 3F). Similarly, nNOS+ expression increased in both the proximal and distal colons, whereas purinergic receptor (P2ry1) expression gradually increased in the distal colon rather than the proximal colon during the postnatal period. Taken together, these data demonstrate that nNOS and VAChT in the proximal colons and P2Y1 receptors in the distal colons might have dominant functional roles during postnatal development.

### 3.4. Excitatory and Inhibitory Motor Responses of Colonic Contractions

#### 3.4.1. Responses of Colonic Contractions in the Proximal Colon

To further investigate the functional role of inhibitory and excitatory neurons during different stages of development and growth, IFR assays with pharmacological approaches were performed on colon smooth muscle strips from PW3 and PW5 mice. The colons of PW1 mice were too fragile to be used for contractile measurements. To demonstrate the effects of purinergic responses on the spontaneous contractions, we employed the P2Y1 receptor antagonist MRS2500 (1 µM) to block the effect of purinergic responses. MRS2500 had minimal effect on proximal colon smooth muscle spontaneous contractions (area under the curve, AUC) in both PW3 (106.9 ± 0.08%, *n* = 6) and PW5 (115.6 ± 0.05%, *n* = 6) mice compared to the control (before MRS2500 treatment, *n* = 6, Figure 4A–E). Subsequent application of LNNA (100 µM), a blocker of nNOS, dramatically increased the AUC and tone in proximal colon muscle strips from PW3 (125.4 ± 0.12%, *p* < 0.001) and PW5 (247.3 ± 0.43%, *p* < 0.001) mice compared to MRS2500 (Figure 4A–E). These data suggest that nitrergic inhibitory responses in the proximal colon are present at PW3 and PW5. Continuous application of atropine (1 µM, a muscarinic receptor antagonist) in the presence of MRS2500 and LNNA decreased LNNA responses to 103.4 ± 0.08% (*p* < 0.001) in PW3 and 118.3 ± 0.16% (*p* < 0.001) in PW5 mice compared to LNNA responses (Figure 4A–E). These data suggest that both the cholinergic excitatory and nitrergic inhibitory responses are fully developed in the proximal colon at PW5. In contrast, up to PW5, purinergic inhibition of spontaneous contractions was negligible in the proximal colon. These data also demonstrate that the cholinergic excitatory and nitrergic inhibitory responses were not fully developed in the proximal colon of PW3 mice compared to PW5 mice.

#### 3.4.2. Responses of Colonic Contractions in the Distal Colon

In smooth muscle strips from the distal colon, MRS2500 (1 µM) had no obvious effects on the spontaneous contractions from PW3 mice (*n* = 6, Figure 5A,B,E) but significantly increased the AUC to 124.1 ± 0.10% in PW5 mice (*p* < 0.05, Figure 5C–E). Subsequent treatment with LNNA (100 µM) did not show a further increase in the AUC of the distal colon in PW3 (107.1 ± 0.05%) and PW5 (113.2 ± 0.06%) compared to those of MRS2500 treatment (Figure 5E). Atropine significantly inhibited the effect of MRS2500 and LNNA responses in the distal colon in PW3 mice (*p* < 0.05) and in PW5 mice (*p* < 0.01) (Figure 5E).

### 3.5. Impact of Neuron Regulators on the CMCs

To further investigate the fundamental mechanism of colonic motility regulated by ENS, CMC assays were performed on the entire colon of PW1, PW3, and PW5 mice with the application of MRS2500, LNNA, and atropine. In PW1 mice, the proximal colon showed a high frequency of spontaneous contraction without propulsive migratory movement, and the middle and distal colon displayed CMC activities (Figure 6A). However, PW3 and PW5 mice generated CMC activities (Figure 6B,C). The CMC patterns displayed higher amplitudes and frequencies in the proximal, middle, and distal colons of PW3 and PW5 mice compared to PW1 mice (Figure 6D,E). These data suggest that CMCs developed higher amplitudes and lower frequencies as a function of age.

#### 3.5.1. Responses of CMCs with the Application of LNNA

The effects of LNNA on the CMCs were also investigated. LNNA (100 µM) had no significant effect on the frequency and amplitude of the non-propulsive spontaneous contractions of the PW1 proximal colon (Figure 7D,E). However, LNNA induced an increase in the frequency of spontaneous contractions from the middle to distal colon of PW1 mice (Figure 7A). It seemed that LNNA might only induce non-propulsive contractions in the middle and distal colon due to a lack of a migrating complex in the proximal colon of PW1 mice. At PW3, the CMC amplitudes were not affected by LNNA (Figure 7B,E). However, LNNA showed a significant effect on CMC frequencies of the proximal colon but had no effect on the middle and distal colon of PW3 mice (Figure 7B,D). PW5 colons displayed a normal CMC pattern (Figure 7C). LNNA induced a high frequency of spontaneous contractions in the proximal colon and abolished the CMC propagation toward the middle and distal colon (Figure 7C–E). These data suggest that nNOS expression appeared at PW3 in the proximal colon and modulated excitatory responses due to ongoing nitrergic inhibition during the generation of CMC.

#### 3.5.2. Responses of CMCs with the Application of Atropine

We also tested the development of cholinergic neurons, which play an excitatory role on colonic motility through ICCs. Treatment with atropine (1 µM) had no significant effect on the frequency and amplitude of CMCs in PW1 middle and distal colons (Figure 8A,D,E). PW3 mice showed different responses to atropine from the proximal to the distal colon (Figure 8B,D,E). However, atropine significantly repressed the frequency and amplitude of CMCs in PW5 mice (Figure 8C–E).

#### 3.5.3. Responses of CMCs with the Application of MRS2500

Moreover, purinergic blocker MRS2500 (1.0 µM) had no significant effect on CMCs in PW1 and PW3 mice (Figure S4A,B,D,E). However, MRS2500 decreased the frequency and amplitude of CMC in the distal colon of PW5 mice (Figure S4C–E). This suggests that purinergic regulation became more dominant on distal CMC as the mice aged from PW1 to PW5.

## 4. Discussion

This research focused on the development of colonic motility associated with the expression of neuronal and SIP syncytium markers and ENS function, as well as the roles of NO, purines, and Ach on the spontaneous contractions and CMCs during the postnatal period.

The current study shows that enteric neurons undergo expansion and function during the early colon developmental process, and the development of interstitial cells, including ICCs and PDGFRα+ cells, gradually progresses in both the proximal and distal colon after birth. The transcriptional expression of Pdgfrα, c-Kit, P2ry1, Nos1, and Slc18a3 and the protein expression of nNOS, c-Kit, and ANO1 significantly increase with age. The responses of spontaneous contractions to inhibitory and excitatory stimuli were not fully developed in the proximal colon up to PW3 mice. At PW5, normal patterns of CMCs were generated, displaying high amplitudes and lower frequencies, similar to murine adult CMCs, and the inhibition of nNOS revealed dominant excitatory and non-propulsive responses due to ongoing nitrergic inhibition during the generation of CMC.

The ENS consists of a complex network of neurons and ganglia and shares a close connection with interstitial cells which are spread throughout the GI wall [41,42,43]. During ENS development, several ENCCs proliferate and migrate extensively along the murine gut [15,16,17]. Despite significant findings in ENS development during the embryonic stage, evidence regarding the development of neuronal subtypes or coordinated electrical activity in the ENS is scarce and the associated effects on colonic motility at a young age are unknown. The development and establishment of coordinated electrical activity are crucial for normal colonic motility and transit function [18]. In the current study, gene ontology analyses revealed that the majority of enriched DEGs were involved in cell division, cell growth, and cell differentiation. The maturation and functionality of the myenteric ENS exhibited temporal and spatial diversity of gene expression during this period. The levels of transcripts and proteins which are involved in neuronal and glial development were markedly increased in the colon of PW3 and PW5 mice. These findings suggest that neurons and glial cells become increasingly functional during the early colonic development.

Purinergic inhibition can occur due to electric coupling via gap junctions between SMC and PDGFRα+ cells. Kurahashi et al. reported that PDGFRα+ cells exist in the GI tract of mice [8]. The activation of purinergic receptors, mainly P2Y1, induces hyperpolarization due to the activation of SK channels in PDGFRα+ cells, resulting in smooth muscle relaxation [44]. In this study, *Pdgfra* transcript levels were gradually increased in both the proximal and distal colon in PW3 and PW5 mice. However, expression of P2ry1, the marker gene of PDGFRα+ cells, was increased in the distal colon of PW3 and PW5 mice but showed no significant change in the proximal colon. The mRNA levels of *P2ry1* were also much higher in the distal colon than the proximal colon of PW3 and PW5 mice. However, the abundance of the P2RY1 protein was gradually elevated in both proximal and distal colon tissues. No obvious differences in the expression of SK3 were observed between the proximal and distal colon of PW3 and PW5 mice, but it still had a slightly increasing trend. In functional experiments, MRS2500, a specific P2Y1 receptor antagonist, abolished CMCs in the distal colon of PW5 mice. Similarly, isometric muscle contraction experiments indicated that MRS2500 increased the AUC of contractions. In contrast, MRS2500 did not significantly affect the CMCs or smooth muscle contractions of distal colons in PW1 and PW3 mice, indicating that purinergic receptors were not fully developed at those stages compared to PW5. These results indicate that purinergic receptors are not functionally developed until the mice are 5 weeks of age. The inhibitory function of purinergic receptors was essential to maintain the rhythm of propulsive colonic motility [45,46,47].

NO is also involved in the inhibitory regulation of smooth muscle contraction and the generation of CMCs through ICCs [30,48,49,50,51]. Nitrergic neurons are responsible for sustained relaxations which are required for processes such as propulsion and storage activity [47]. A previous study revealed that the inhibitory regulation of nitrergic neurotransmitters was vital to maintain regular colonic motility and colonic transmission [52]. Thus, we hypothesized that the development of nNOS neurons and ICC should involve the generation of regular rhythmicity including contractions and CMCs. The transcriptional and protein levels of c-Kit and ANO1, the signature genes of ICCs, were markedly elevated in the proximal colon during postnatal development but displayed no distinct changes in the distal colon, suggesting that the proximal colon may be subject to a dominant nitrergic inhibitory input during postnatal development. Functional data demonstrated that LNNA dramatically increased the AUC with tone development in the proximal colon but not in the distal colon at PW3. In the CMC experiments, the proximal colon did not show detectable propulsive CMC, and LNNA had no effect on the frequencies and amplitudes at PW1. PW3 and PW5 proximal colons generated CMCs and showed a significant negative effect of LNNA on the frequency of CMCs. These data suggest that nNOS expression appeared at PW3 in the proximal colon, and the inhibition of nNOS showed dominant excitatory and non-propulsive responses due to ongoing nitrergic inhibition during the generation of CMC.

Cholinergic neurons release the neuromuscular transmitter Ach, which couples to muscarinic receptors (mainly M3) and regulates the pacemaker activity via activation of the ANO1 channel in ICCs [53,54,55]. CMC generation has been shown to be due to coordinated firing of large populations of excitatory and inhibitory neurons at ~2 Hz [56] but may involve ICC for neurotransmission. In this study, we found that the transcriptional and protein level of VAChT was significantly increased in the proximal and distal co of PW5 mice. The transcriptional level of *Slc18a3* was significantly increased in the proximal colon of PW3 and PW5 mice and in the distal colon of PW5 mice. The *Slc18a3* mRNA level was higher in the proximal colon than in the distal colon. These data suggest that cholinergic neurons developed rapidly in the proximal colon but relatively slowly in the distal colon during the postnatal period. Previous reports have demonstrated that cholinergic neurons were more widespread in the proximal murine colon compared to the distal colon [57,58]. Atropine suppressed LNNA-augmented contractions in PW5 colonic muscle strips and significantly suppressed the frequency and amplitude of CMC in PW5 colons but had no effect on PW1 colons, suggesting that functional cholinergic neurotransmission in the proximal colon was not developed by PW1 but became fully developed and subject to regulation at PW5.

We have previously reported functional studies of the SIP syncytium in adult mice (postnatal 10 weeks) [52]. These results showed that ICCs were predominant in the proximal colon of adult mice, while the distal colon had a more characteristic distribution of PDGFRα+ cells. Due to the action of ENS-NO/ICC and purine/PDGFRα+ cells in the colon, a pressure gradient from the proximal colon to the distal colon is formed. Compared to adult mice, the findings in this report of the CMC motility patterns and responses to drugs in early adolescent mice (PW5) showed similar trends.

The pathophysiology of the most common congenital gut motility defects is likely to be multifactorial. The development of ENS activity in the human gut influences not only neural development per se but also impacts the associated cell types in the neuromuscular and SIP syncytium which ultimately dictate motility. Our previous studies in PCO mice showed that colonic dysmotility disorders can also be affected by the developmental status of ICC, PDGFRα+ cells, and purinergic, nitrergic, and cholinergic neurons and their corresponding receptors [59]. However, the development and maturation of these factors in the control of colonic motility in young children have not been thoroughly investigated; therefore, the current study may help to guide the development of new therapeutic options for congenital gut motility defects.

During postnatal development of the proximal, middle, and distal colon, the molecular expression data demonstrate the temporal and spatial maturation of ICC and PDGFRα+ cells, as well as the nitrergic and cholinergic nerves and purinergic receptors. PW5 colons generated a normal or adult pattern of CMCs with proper pharmacological responses. Cholinergic and nitrergic responses in the proximal colon and purinergic responses in the distal colon showed dominant functional roles with the increase in age. Our findings are important in understanding the roles of the ENS and the SIP syncytium and their specific receptors in the generation of mature CMCs in young murine colons. The unique process of development of the SIP syncytium and enteric motor neurons in young mice may provide some understanding of the mechanisms and facilitate the treatment of pediatric patients with GI motility disorders.

## Figures and Tables

**Figure 1:**
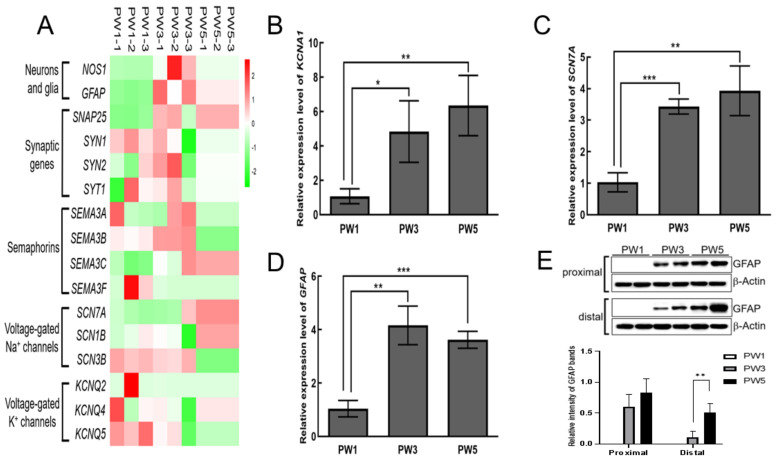
Differential expression of key genes involved in the developing enteric neuron system. (**A**): Heat plot showing the expression of representative genes during postnatal murine colon development in each biological replicate of PW1, PW3, and PW5 (top) based on RNA sequencing results with lenient analysis parameters. Significant mRNA changes between low relative expression (green) and high relative expression (red) represent false discovery rate values ≤ 0.05. (**B**–**D**): Relative quantitative mRNA levels of *Kcna1*, *Scn7a*, and *Gfap* in the whole colon of PW1, PW3, and PW5 samples. The bar graphs shown in (**B**–**D**) represent mean ± SD (*n* = 3, “*n*” means the number of animals). (**E**): The result of immunoblotting of GFAP protein in the proximal colon and distal colon of the three samples. *Gapdh* and *β–Actin* were used as reference in qRT–PCR and immunoblotting assays, respectively. * *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001. Original images of (**E**) can be found in Supplementary Materials.

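Of the semaphorins in the heat plot, Sema3c reached an adjusted p under 0.05 in PW5, at 32.7 ± 1.05 FPKM against 23.4 ± 1.89 in PW1 (SD, n = 3), a log2 fold change of 0.47 (limma adjusted p = 0.00728). Sema3b was listed at 0 in PW1 replicate 1 and PW3 replicate 3, with 9.27 and 0.0569 FPKM in the other PW1 mice, 16.9 and 13.15 FPKM in the other PW3 mice and 15.9, 13.4 and 15.0 FPKM in PW5. Its limma adjusted p in PW5 was 0.0805 and fell to 0.00266 without PW1 replicate 2. Sema3a differed more within ages than between them, with 9.37, 1.07 and 0.573 FPKM in PW1 and 1.16, 2.57 and 10.6 FPKM in PW5, and Sema3f was listed at 0 in 1 library of each age. Scn7a (ENSMUSG00000034810, chromosome 2, 66673425 to 66784914) was at 3.01, 1.11 and 0.225 FPKM in PW1 and at 13.3, 21.8 and 11.1 FPKM in PW5, a log2 fold change of 2.86 (standard error 0.49, limma adjusted p = 0.00939). In PW3 it was at 0.542, 0.914 and 9.94 FPKM, and the log2 fold change of 0.55 became -0.34 without PW3 replicate 3. Scn3b did not differ beyond the spread between replicates (limma adjusted p = 0.617 in PW3 and 0.282 in PW5). Kcnq5 was lower at both later ages with no adjusted p under 0.05, though all its PW3 and PW5 libraries lay below those of PW1 (exact permutation test, p = 0.1 at both ages).

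**Figure D2:**
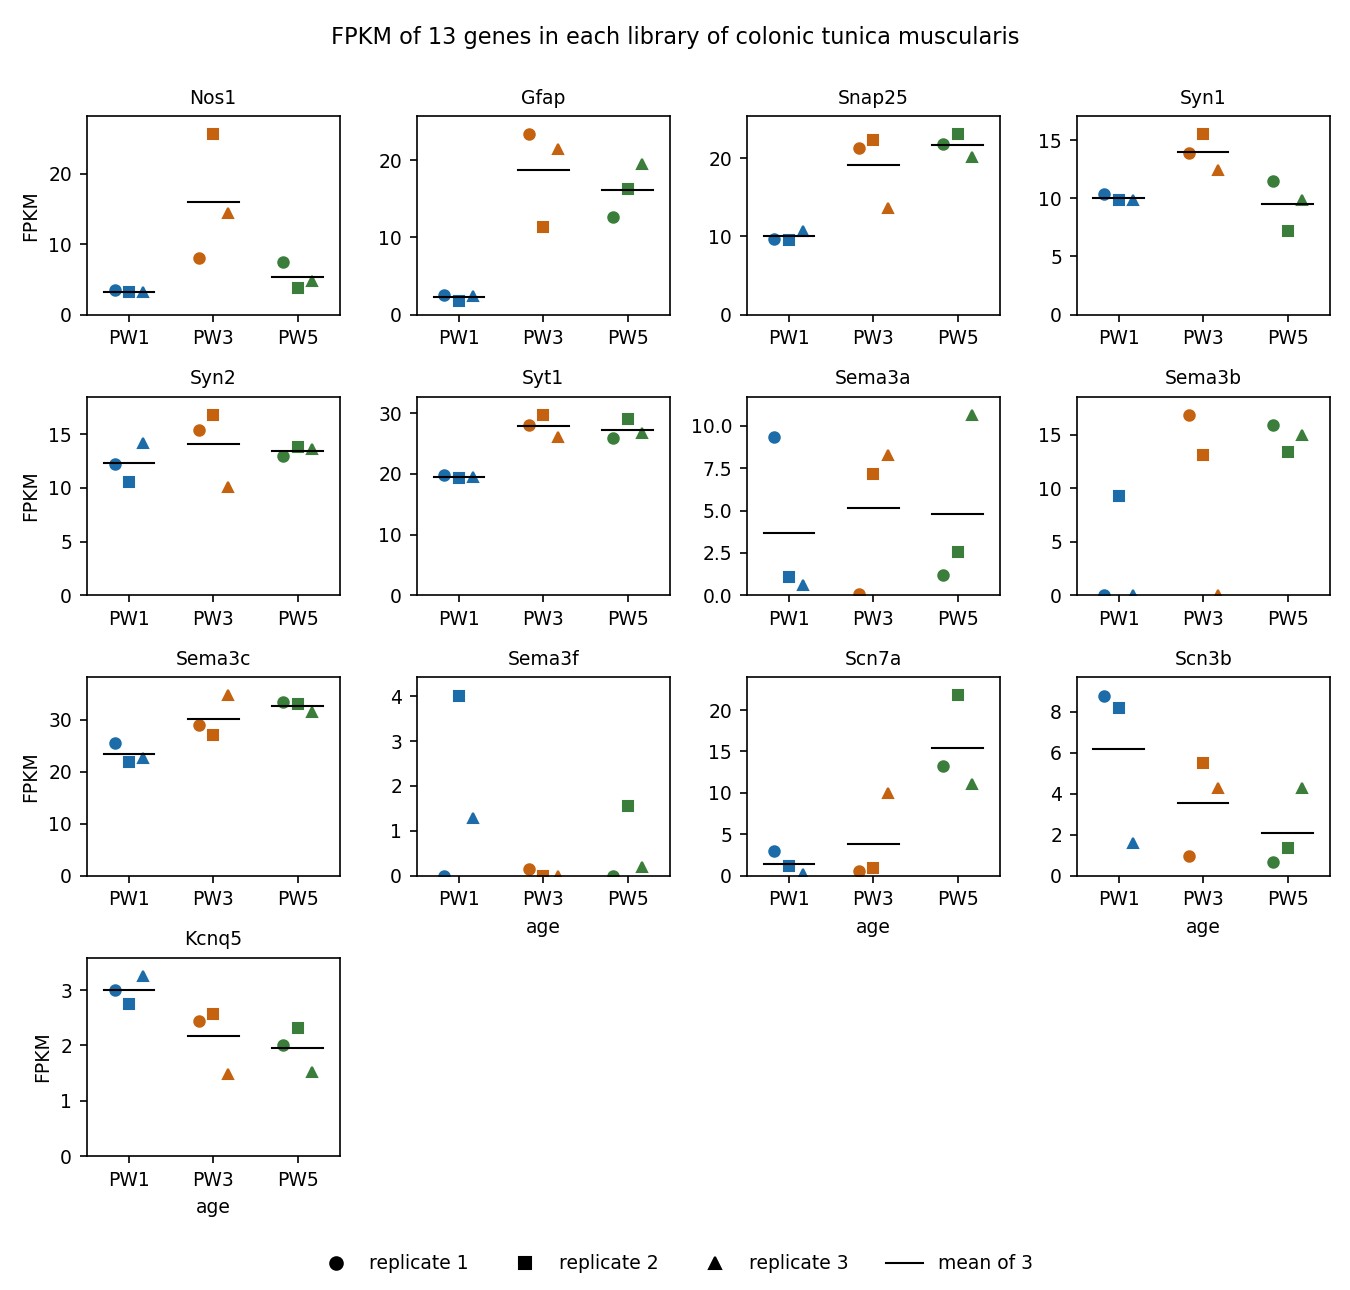
FPKM (vertical axes) of 13 genes of Figure 1A in each library at PW1, PW3 and PW5 (horizontal axes), with a symbol per replicate and a line at the mean of 3, not drawn for genes with a value of 0. Gfap and Snap25 lie above all PW1 libraries in every PW3 and PW5 library, whereas single libraries set the range of Sema3a, with 0.0781 to 8.27 FPKM in PW3.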

**Figure 2:**
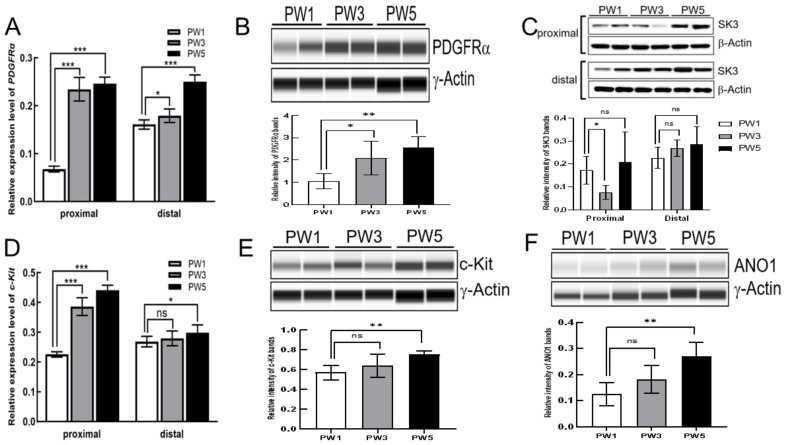
The expression of representative interstitial cell genes. (**A**): The result of quantitative real-time PCR of *Pdgfra* mRNA levels in the proximal colon (*n* = 4) and the distal colon (*n* = 4) of PW1, PW3, and PW5 samples. (**B**): Wes analysis of PDGFRα protein in the proximal colon of the three samples. (**C**): The result of immunoblotting of SK3 protein in the proximal colon and the distal colon of the three samples. (**D**): The result of quantitative real-time PCR of *c-Kit* mRNA levels in the proximal colon (*n* = 4) and the distal colon (*n* = 4). (**E**,**F**): Wes analysis of c-Kit and ANO1 proteins in the proximal colon (*n* = 4). The bar graphs shown in (**A**,**B**), and (**D**–**F**) represent mean ± SD (*n* = 4). “*n*” means the number of animals. *Gapdh* and *b-ACTIN* or *g-ACTIN* were used as reference in qRT-PCR and immunoblotting assays, respectively. Samples were compared using unpaired *t*-test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns, no significant difference. Original images of (**B**,**C**,**E**,**F**) can be found in Supplementary Materials.

**Figure 3:**
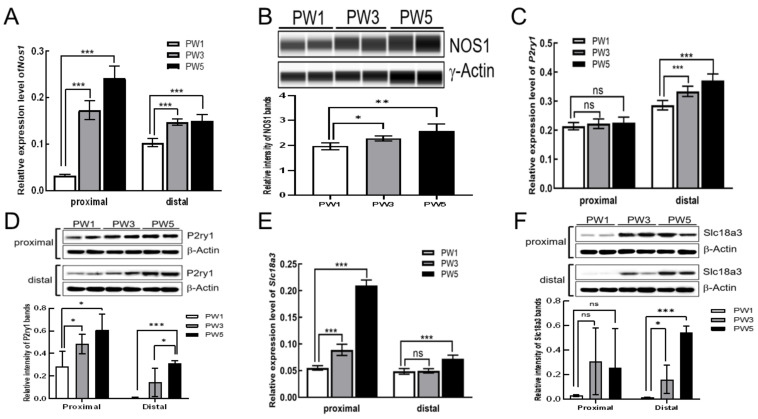
The expression of representative genes in inhibitory neurons and excitatory neurons. (**A**,**C**,**E**): The result of quantitative real-time PCR of *Nos1*, *P2ry1*, and *Slc18a3* mRNA levels in PW1, PW3, and PW5 of the proximal colon (*n* = 4) and the distal colon (*n* = 4) of each period. (**B**): Wes analysis of NOS1 protein in the proximal colon of the three samples. (**D**,**F**): The result of immunoblotting of P2ry1 and Slc18a3 proteins in the proximal colon and the distal colon of the three samples. The bar graphs shown in (**A**–**C**,**E**) represent mean ± SD (*n* = 4). “*n*” means the number of animals. Gapdh and β-ACTIN or γ-ACTIN were used as reference in qRT-PCR and immunoblotting assays, respectively. Samples were compared using unpaired *t*-test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; ns, no significant difference. Original images of (**B**,**D**,**F**) can be found in Supplementary Materials.

**Figure 4:**
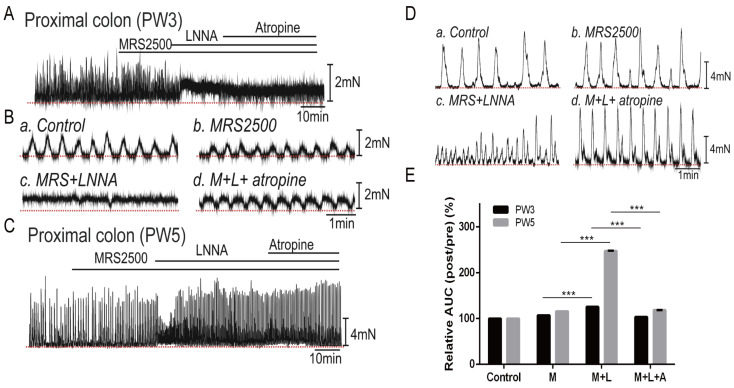
The effects of neuronal antagonists on spontaneous contraction of smooth muscle in the proximal colon. (**A**): Combined treatment with MRS2500 (1.0 µM), LNNA (100.0 µM), and atropine (1.0 µM) on the isolated murine proximal colon of PW3. (**B**): The smooth muscle contraction of PW3 proximal colon without treatment (**a**), or upon the application of MRS2500 (**b**), LNNA (**c**), and atropine (**d**). (**C**): Continuous treatment of MRS2500, LNNA, and atropine on the isolated proximal colon of PW5 murine. (**D**): The smooth muscle contraction of PW5 proximal colon without treatment (**a**), or upon the application of MRS2500 (**b**), LNNA (**c**), and atropine (**d**). (**E**): The contractile activity of proximal colon smooth muscle measured by the ratio of AUC within 5 min before and after (post/pre) MRS2500 (M), LNNA (L), and atropine (A) treatment (*n* = 6). “*n*” means the number of animals. The bar graphs represent mean ± SE. *** *p* < 0.001. The red dotted line in the figure is the baseline.

**Figure 5:**
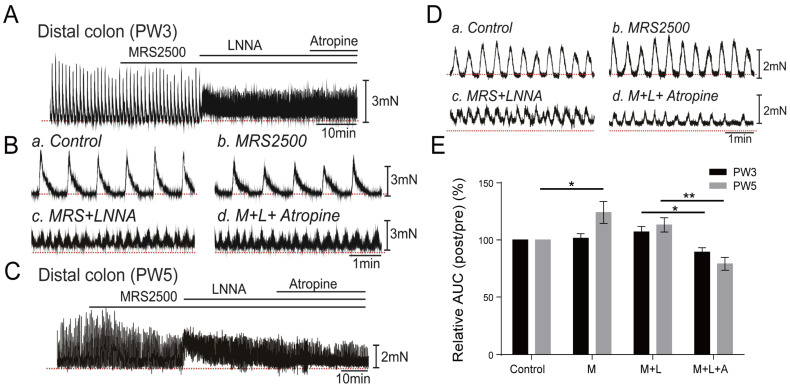
The effects of neuronal antagonists on spontaneous contraction of smooth muscle in the distal colon. (**A**): Combined treatment of MRS2500 (1.0 µM), LNNA (100.0 µM), and atropine (1.0 µM) on the isolated distal colon of PW3 murine. (**B**): The smooth muscle contraction of PW3 distal colon without treatment (**a**), or upon the application of MRS2500 (**b**), LNNA (**c**), and atropine (**d**). (**C**): Combined treatment of MRS2500, LNNA, and atropine on the isolated distal colon of PW5 murine. (**D**): The smooth muscle contraction of PW5 distal colon without treatment (**a**), or upon the application of MRS2500 (**b**), LNNA (**c**), and atropine (**d**). (**E**): The contractile activity of distal colon smooth muscle measured by the ratio of AUC within 5 min before and after (post/pre) MRS2500 (M), LNNA (L), and atropine (A) treatment. The bar graphs represent mean ± SE (*n* = 6). “n” means the number of animals. * *p* < 0.05; ** *p* < 0.01. The red dotted line in the figure is the baseline.

**Figure 6:**
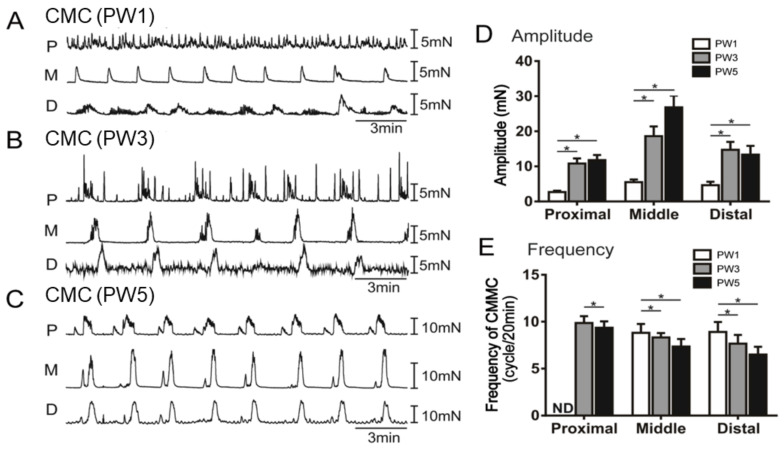
The colonic motor complexes of various colon sections in young mice. (**A**–**C**): The contraction features of isolated proximal colon (P), middle colon (M), and distal colon (D) under normal conditions in PW1 (**A**), PW3 (**B**), and PW5 (**C**) mice. (**D**): The quantified CMC frequency of each colon segment in PW1, PW3, and PW5 mice. (**E**): The quantified CMC amplitude of each colon segment in PW1, PW3, and PW5 mice. The bar graphs shown in panels (**D**,**E**) represent mean ± SE (*n* = 15). “*n*” means the number of animals. * *p* < 0.05.

**Figure 7:**
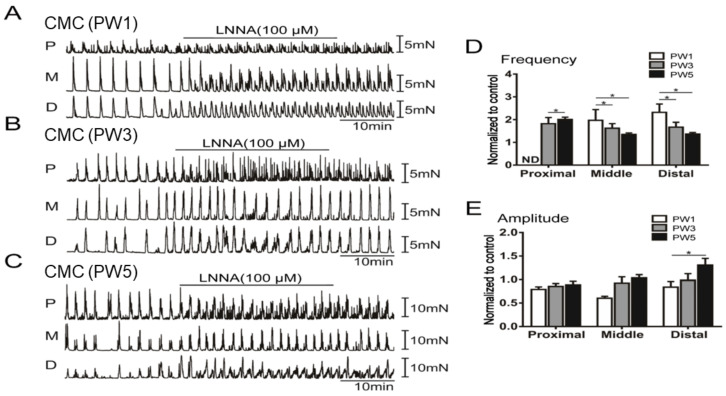
The excitatory effects of the nitrergic neuron blocker LNNA on CMC in the young murine colon. (**A**–**C**): The contraction features of isolated proximal (P), middle (M), and distal colon (D) treated with LNNA (100.0 µM) from PW1 (**A**), PW3 (**B**), and PW5 mice (**C**). (**D**): The CMC frequency of each colon section treated with LNNA from PW1, PW3, and PW5 mice (*n* = 6). ND represent not determined. (**E**): The CMC amplitude of each colon section treated with 100.0 µM LNNA from PW1, PW3, and PW5 mice (*n* = 6). “*n*” means the number of animals. The bar graphs shown in panel D and E represent mean ± SE. * *p* < 0.05.

**Figure 8:**
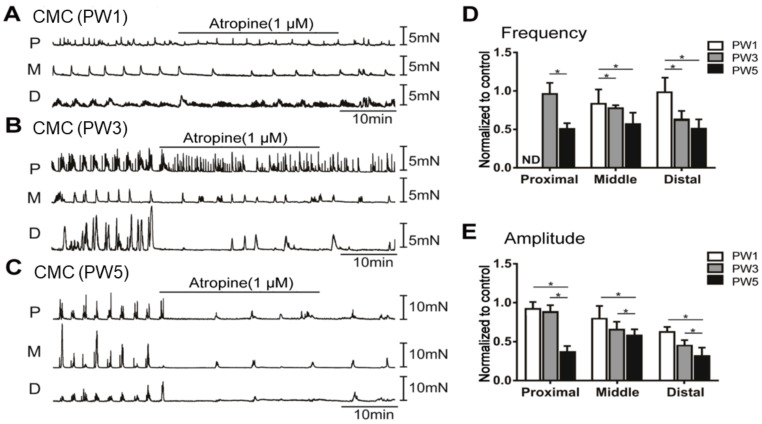
The inhibitory effects of the muscarinic receptor antagonist atropine on CMC of the young murine colon. (**A**–**C**): Contractile responses of isolated proximal colon (P), middle colon (M), and distal colon (D) treated with atropine (1.0 µM) from PW1 (Panel **A**), PW3 (Panel **B**), and PW5 (Panel **C**) mice. (**D**): The CMC frequency of each colon segment treated with atropine from PW1, PW3, and PW5 mice. ND represents not determined. (**E**): The CMC amplitude of each colon segment treated with atropine from PW1, PW3, and PW5 mice. The bar graphs shown in panels (**D**,**E**) represent mean ± SE (*n* = 5). “*n*” means the number of animals. * *p* < 0.05.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database (accession number GSE186568).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13121688/s1, Figure S1: The differentially expressed genes in the whole colon of young mice; Figure S2: The gene ontology and pathway enrichment of differentially expressed genes; Figure S3: The quantitative real time PCR results of representative genes in enteric neuron system; Figure S4: The inhibitory effects of the P2Y1 receptor antagonist MRS2500 on CMMCCMC of the young murine colon; Table S1: Primers used for qRT-PCR assay; Table S2: All antibodies used for immunoblotting and immunohistochemistr.; Table S3: All drugs used in isometric force recording and CMMCCMCs assay. File S1. Original images of Figure 1E, Figure 2B,C,E,F and Figure 3B,D,F.

# Supplementary material for: Functional and Transcriptomic Characterization of Postnatal Maturation of ENS and SIP Syncytium in Mice Colon
**Source:** Biomolecules. 2023 Nov 23;13(12):1688. doi: 10.3390/biom13121688

## Supplementary Material

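The 18 primer pairs of the table were searched for in the GENCODE M21 transcripts of GRCm38. Both primers of 15 pairs were found on a transcript of the gene they are listed for, with amplicons of 95 to 340 bp. The primers of 9 of these pairs lie in different exons and those of 6 pairs in the same exon, where genomic DNA gives a product of the same length. The Gfap pair, for example, lies in exon 1 from 102896792 to 102896921 on chromosome 11, and the Snap25 pair in exons 6 and 7 on chromosome 2. No other annotated gene was amplified by 14 of the 15 pairs. The Gapdh pair, whose product spans exons 4 and 5 on chromosome 6, also matched 43 other annotated genes. For the other 3 pairs no transcript of the gene held both primers as printed. Compared without gaps, the forward primer of Slc18a3 has at least 6 mismatches, the forward primer of Ret 1 mismatch, and the primers of Syn2 at least 6 and 3 mismatches. A single added or missing base can count as several mismatches in this comparison. These numbers thus do not show that the primers miss their genes. The sequences were read from extracted text of the table, where an error of transcription is not excluded. The qRT-PCR samples themselves were not analysed here.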

**Table S1.** Primers used for qRT-PCR assay.

| Primer            | Primer sequences (5' → 3') |
|-------------------|----------------------------|
| <i>Scn7a</i> -F   | TGAAGCTGTTTGGTCGAAG        |
| <i>Scn7a</i> -R   | TCGGAACACGGTCATGTA         |
| <i>Kcna1</i> -F   | AAGGGCTCCCGTAGTGTT         |
| <i>Kcna1</i> -R   | ACGCTGTCCTCTCTCTGG         |
| <i>Gfap</i> -F    | AGCGTGCAGAGATGATGG         |
| <i>Gfap</i> -R    | AGTTTGGTGGGCTCCTTG         |
| <i>Pdgfrα</i> -F  | ATGACAGCAGGCAGGGCTTCAACG   |
| <i>Pdgfrα</i> -R  | CGGCACAGGTCACCACGATCGTTT   |
| <i>c-Kit</i> -F   | CGCCTGCCGAAATGTATGACG      |
| <i>c-Kit</i> -R   | GGTTCTCTGGGTTGGGGTTGC      |
| <i>Nos1</i> -F    | ATCTGTCTCGCCAGCCATCAGCCA   |
| <i>Nos1</i> -R    | GGAGCTTTGTGCAGTTTGCCGTCG   |
| <i>P2ry1</i> -F   | ACCGAGGTGCCTTGGTCGGT       |
| <i>P2ry1</i> -R   | CCGGTCTTGGTCAGGGCACA       |
| <i>Slc18a3</i> -F | TCATGTTTCGCCTCCACAGTC      |
| <i>Slc18a3</i> -R | GCTCCTCGGGATACTTGTCG       |
| <i>Scn5a</i> -F   | GTTCGGCCACCTCACAG          |
| <i>Scn5a</i> -R   | AAAGGGTCCAGGTCTTCCA        |
| <i>Snap25</i> -F  | TCATCCGCAGGGTAACA          |
| <i>Snap25</i> -R  | GCGATTCTGGGTGTCAAT         |
| <i>Syn2</i> -F    | ATTCCCTGCGTGTGATAGA        |
| <i>Syn2</i> -R    | GGGGTGTGACTTGTTGAG         |
| <i>Syt1</i> -F    | CTTCTCCCTCCGCTACG          |
| <i>Syt1</i> -R    | TTCAGTCTCTTGCCGTTCT        |
| <i>Gapdh</i> -F   | GCCGATGCCCCCATGTTTGTGA     |
| <i>Gapdh</i> -R   | GGGTGGCAGTGATGGCATGGAC     |
| <i>Sox10</i> -F   | AACACATCGCTGCCCCTTTA       |
| <i>Sox10</i> -R   | GCAGGCAACCAGAAGCATTG       |
| <i>Ret</i> -F     | GCATGTCAGACCCGAAGTGG       |
| <i>Ret</i> -R     | CGCTGAGGGTGAAACCATCC       |
| <i>Phox2b</i> -F  | GCGAGAGTCCAGGTGTGGTT       |
| <i>Phox2b</i> -R  | CTCTTTGCTCTCGTCGTCCC       |
| <i>Chat</i> -F    | AAAATGGCGTCCAACGAGGA       |
| <i>Chat</i> -R    | CCCGGTTGGTGGAGTCTTTTA      |
| <i>S100b</i> -F   | CGAGAGGGTGACAAGCACAA       |
| <i>S100b</i> -R   | TCCTGCTCCTTGATTTCCTCCA     |

**Table S2.** All antibodies used for immunoblotting and immunohistochemistry.

| <b>Primary/secondary antibody</b> | <b>Catalog</b> | <b>Supplier</b>           | <b>Application (Work concentration)</b> |
|-----------------------------------|----------------|---------------------------|-----------------------------------------|
| Anti-GFAP                         | ab7260         | ABCAM                     | WB (1:5000)                             |
| Anti-PDGFR $\alpha$               | D1E1E XP       | Cell Signaling Technology | Wes (1:100)                             |
| Anti-c-Kit                        | AF1356         | R&D systems               | Wes (1:100)                             |
| Anti-ANO1                         | ab53212        | ABCAM                     | Wes (1:100)                             |
| Anti-NOS1                         | SC-5302        | Santa Cruz Biotechnology  | Wes (1:100)                             |
| Anti-P2RY1                        | ER1914-59      | HuaBio Technology         | WB (1:1000)                             |
| Anti-VACHT / SLC18A3              | ab235201       | ABCAM                     | WB (1:1000)                             |
| Anti-SK3                          | ab28631        | ABCAM                     | WB (1:5000)                             |
| Anti- $\gamma$ -ACTIN             | GTX101794      | Genetex                   | Wes (1:200)                             |
| Anti- $\beta$ -ACTIN              | ab8226         | ABCAM                     | WB (1:10000)                            |
| HRP-conjugated Anti-rabbit IgG    | AF008          | R&D systems               | Wes (1:1000), WB (1:5000)               |
| HRP-conjugated Anti-mouse IgG     | AF007          | R&D systems               | WB (1:5000)                             |

**Table S3.** All drugs used in isometric force recording and CMCs assay.

| <b>Drug</b> | <b>Catalog</b> | <b>Supplier</b> | <b>Application (Work concentration)</b> |
|-------------|----------------|-----------------|-----------------------------------------|
| LNNA        | No.0665        | Tocris          | IFR & CMCs (100.0 $\mu$ M)              |
| MRS2500     | No.2159        | Tocris          | IFR & CMCs (1.0 $\mu$ M)                |
| Atropine    | A-046          | Sigma-Aldrich   | IFR & CMCs (1.0 $\mu$ M)                |

## Supplementary Figure Legends

**Figure S1. The differentially expressed genes in the whole colon of young mice.** (A) The volcano plot of differentially expressed genes between PW1 and PW3 sample. (B) The volcano plot of differentially expressed genes between PW1 and PW5 sample. FC, fold change. The red and blue dots represent significantly up-regulated and down-regulated genes ( $\text{Log}_2(\text{FC}) \geq 1.0$  or  $\leq -1.0$ ,  $P < 0.05$ ).

**Figure S2. The gene ontology and pathway enrichment of differentially expressed genes.** (A), (B) and (C) The top ten biological processes, cellular components, and molecular function of differentially expressed genes in the colon of PW3 mice, respectively. (D) The top five enriched KEGG pathway of differentially expressed genes in the colon of PW3 mice. (E), (F) and (G) The top ten biological processes, cellular components, and molecular function of differentially expressed genes in the colon of PW3 mice, respectively. (H) The top five enriched KEGG pathway of differentially expressed genes in the colon of PW5 mice.

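KEGG terms were not used here, and the DEGs of PW3 were set against 777 Reactome pathways with a one-sided Fisher's exact test, over the 9896 genes tested. Among the 617 downregulated genes, 64 pathways had an adjusted p under 0.05, with Cell Cycle first, of whose 380 genes 93 were downregulated (Fisher's exact test, adjusted p = 2.95e-29). Among the 279 upregulated genes 2 pathways did, Interferon gamma signaling with 10 of 47 genes (Fisher's exact test, adjusted p = 0.000432) and Interferon Signaling with 11 of 71. Genes are not independent replicates, so these values describe the DEGs of the 6 libraries.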

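For PW5, the 775 downregulated genes held 102 of the 382 genes of the Reactome pathway Cell Cycle (one-sided Fisher's exact test over 775 pathways, adjusted p = 3.84e-27), and 56 pathways had an adjusted p under 0.05. The 490 upregulated genes gave 9 such pathways, among them Interferon gamma signaling with 13 of 48 genes (adjusted p = 0.000285 by Fisher's exact test) and Biological oxidations with 14 of 73.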

**Figure S3. The quantitative real time PCR results of representative genes in enteric neuron system.** Relative quantitative mRNA level of *Scn5a* (A), *Snap25* (B), *Syn2* (C), *Syt1* (D), *Sox10* (E), *Phox2b* (F), *Ret* (G), *Chat* (H) and *S100b* (I) in the whole colon of PW1, PW3, and PW5 mice. The box graphs shown in panels A-I represent mean  $\pm$  SD. Five samples were used for testing each transcript.

**Figure S4. The inhibitory effects of the P2Y1 receptor antagonist MRS2500 on CMC of the young murine colon.** A-C: Contractile responses of isolated proximal (P), middle (M), and distal colons (D) treated with MRS2500 (1.0  $\mu\text{M}$ ) from PW1 (A), PW3 (B), and PW5 (C) mice. D: The CMC frequency of each colon segment treated with MRS2500 from PW1, PW3 and PW5 mice. ND represents not determined. E: The CMC amplitude of each colon segment treated with MRS2500 from PW1, PW3, and PW5 mice. The bar graphs shown in panel D and E represent mean  $\pm$  SE ( $n = 6$ ). “n” means the number of animals. \* $P < 0.05$ .

Fig. S1

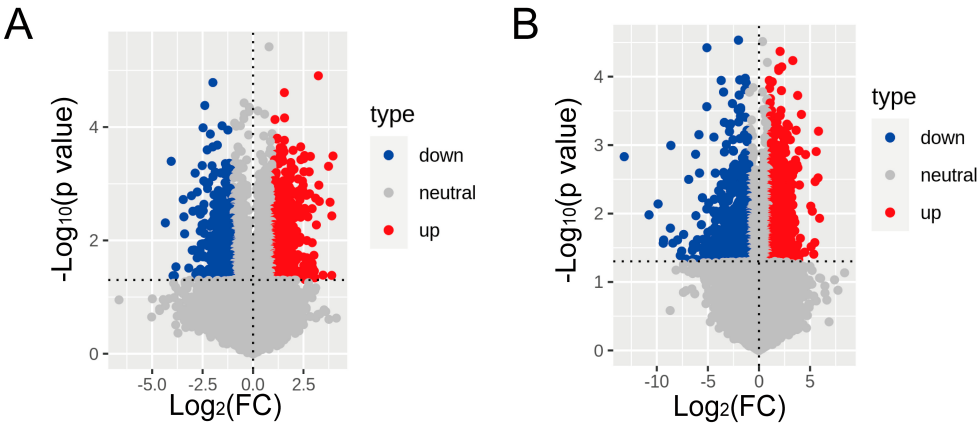

**Fig. S2**

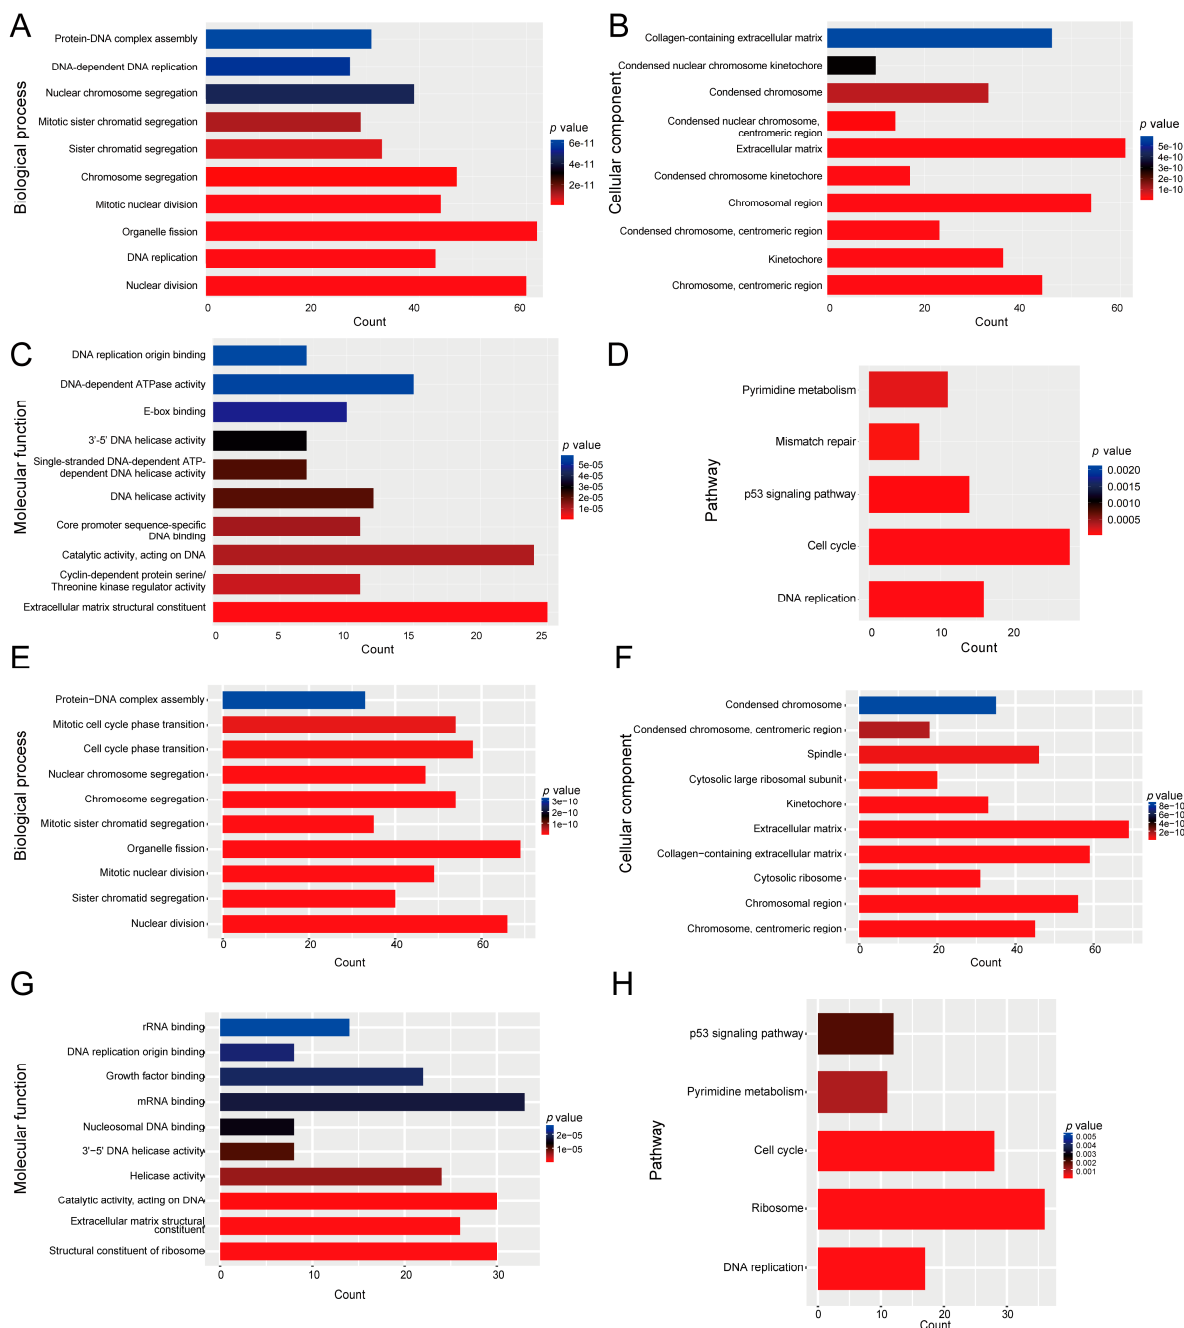

**Fig. S3**

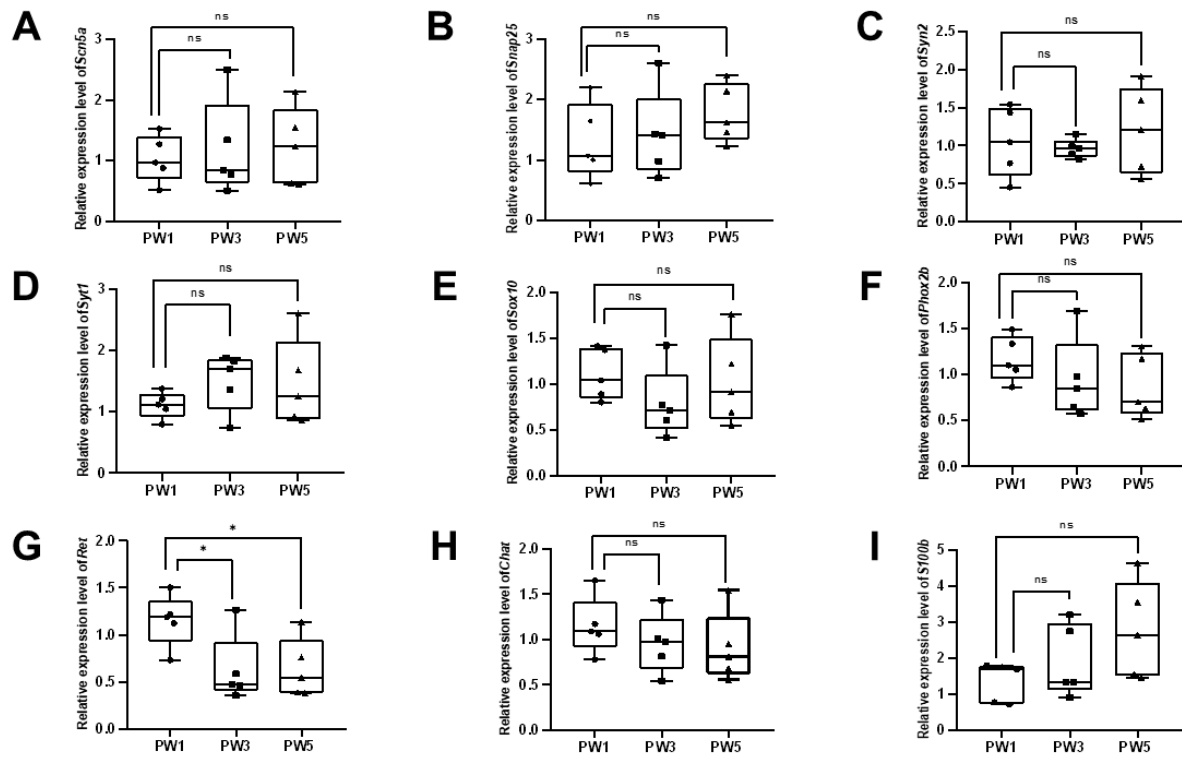

Fig.S4

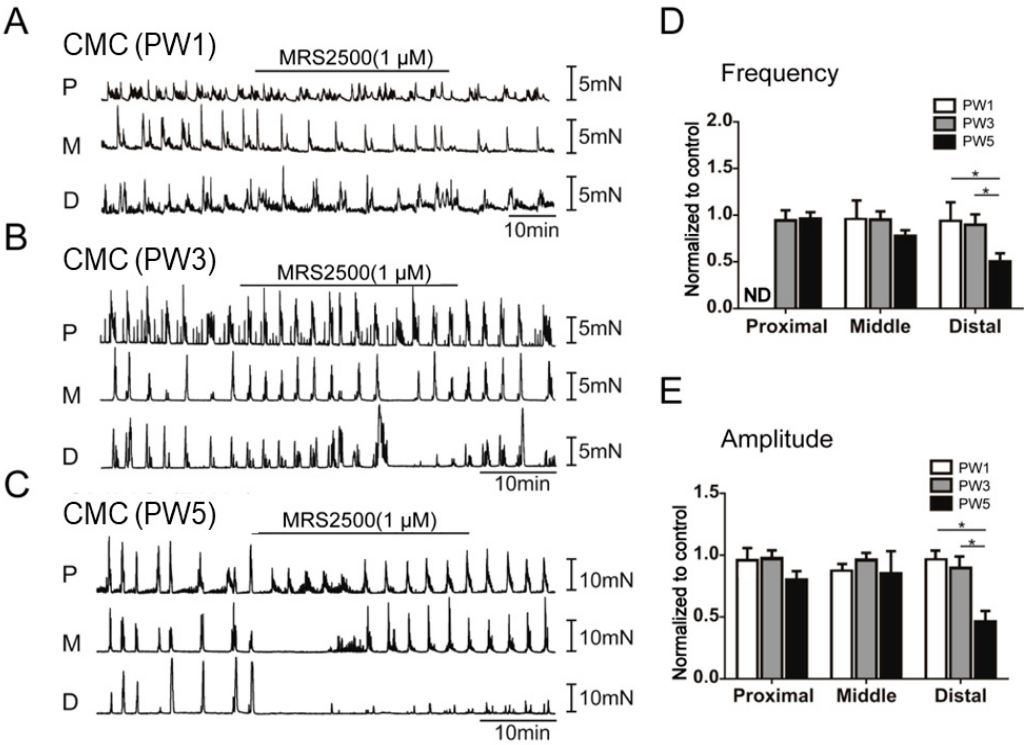

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

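RNA sequencing libraries of the colonic tunica muscularis of 3 mice at each of PW1, PW3 and PW5, 9 in all, were analysed, and PW3 and PW5 were each compared with PW1. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to GRCm38.p6, assembled and quantified them with StringTie, and deposited FPKM per gene and library. Tool versions, the annotation release, the filter on genes and the way assembled transcripts were merged into 1 value per gene are not named in the paper's text. The deposited table of all libraries held the same values as the tables of the single libraries. Gene symbols, positions and overlaps come from GENCODE M21 (GRCm38), where 8 identifiers were not found. FPKM are already divided by transcript length and by the mapped fragments of the library, so they are relative to the other genes, and no counts could be recovered from them. Depth is unknown and no confidence interval for counting error is given.

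Values were taken as log2(FPKM + 1), the scale the paper's methods name, and tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) for genes with a mean of at least 0.5 FPKM over the 6 libraries of the comparison. DEGs have a log2 fold change of at least 1 either way and an unadjusted p under 0.05, the paper's criterion, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside it. The paper's statistics section names paired and unpaired Student's tests for the whole article, and its text does not name the test used for the DEGs. All tests are two-sided unless stated otherwise. Exact permutation tests of 3 mice against 3 cannot give a p below 0.1.

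Besides the genes that the paper names, 1 of which (Kcnn3) was not analysed here, the genes named are the 5 with the largest rise and the 5 with the largest fall in each comparison among DEGs whose libraries do not overlap between the ages, and up to 3 genes per list with the highest mean FPKM. In all 18 gene lists were written, of which 14 had at least 5 genes tested: cell division, DNA replication, extracellular matrix, cytosolic ribosome, enteric neurons, enteric glia, interstitial cells of Cajal, smooth muscle, mucosal epithelium, adipocytes, lymphocytes and antigen-presenting cells, skeletal muscle, red blood cells and immediate early genes. Lists for PDGFRA-positive cells, pancreatic acinar cells and mesothelium had fewer genes, and of the list of sex chromosome genes none was analysed here. Lists were tested with camera at its preset inter-gene correlation of 0.01, with fry, and with an estimated correlation. No gene is in more than 1 list. Reactome pathways of 10 to 500 genes came with fgsea 1.28.0, and their Entrez identifiers were matched through GENCODE.

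The design, these lists, the rule for named genes and the alternatives were fixed before the data were examined: a pseudocount of 0.1, no filter or a mean of at least 1 FPKM, an unmoderated Student's test, limma without the trend, the ratio of mean FPKM, the same total in every library, quantile normalization, median-of-ratios scaling, all 3 ages in one fit, the replicate number as a block, adjusted p values, each library left out in turn, and Reactome pathways in place of the lists. The alternative that counts libraries with identical values separately did not apply, since no libraries were identical, and the table of all libraries gave no other values. A covariate for the mucosal epithelium list, the removal of genes that differ over 10-fold within an age, and the test for pathways overrepresented among the DEGs were chosen after seeing the data.

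The procedure was tested on simulated data drawn from the spread of the real genes, with 200 genes of a mean log2(FPKM + 1) above 3 changed by log2 steps of 1.5 to 3. By the criterion, 196 of the 200 changed genes (98%) were recovered for PW3 among 9660 genes tested and 188 (94%) for PW5 among 9634, with 226 of 9460 (2.39%) and 183 of 9434 (1.94%) unchanged genes called. With an adjusted p, 156 and 168 changed genes were recovered and 9 and 5 unchanged genes called. A planted list was found in both comparisons and none of 20 lists without a change was called (0 of 20). The simulated genes vary independently of each other, so this does not test the lists under correlation between genes; with the real libraries regrouped, camera called 1 to 10 of the 14 lists for PW3 and 5 to 10 for PW5. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the annotation, the primer search and the figures. Some of the genes that the paper names are not reported here, for a reason unrelated to their values, and they were left out of the counts of Figure 1A genes after the data were examined, which made the adjustment over those genes alone milder. The qRT-PCR, immunoblot, immunohistochemistry and motility data were not analysed here.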

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

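The tests of the epithelial and lymphocyte lists, and that of the share of muscle cells, were chosen only after the results were seen. The 3 lists below stand for cell types whose transcripts the paper does not discuss in its sequencing data, and each was higher than in PW1 at both later ages by camera. With the libraries of 2 ages regrouped, 6 of the 10 splits of the 6 libraries gave at least 7 lists with an adjusted p under 0.05 for PW3 and 3 of the 10 gave at least 9 for PW5, the numbers found for the true split, so the number of lists called is no evidence of an age difference. No list was called with an estimated inter-gene correlation in PW3, and of these 3 none in PW5.

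The mucosal epithelium list, 20 genes, had median log2 fold changes of 1.12 in PW3 and 1.16 in PW5 (camera adjusted p = 0.00335 and 0.00709, fry adjusted p = 0.548 and 0.391, exact permutation p of the list mean 0.7 and 0.3). Its mean log2(FPKM + 1) ranged over 5.25 within PW3, 2.97 within PW5 and 1.66 within PW1, compared with 1.54 between the highest and the lowest age, and 20 of its 20 genes were highest of PW3 in replicate 2. Car1 was at 1286 FPKM in that library and at 1.67 and 17.2 FPKM in the other PW3 libraries, Krt8 at 327 against 4.44 and 31.3 FPKM, and Krt19 at 232 against 11.8 and 24.9 FPKM. Without PW3 replicate 2 the median was -0.40, and without PW5 replicate 1 that in PW5 was 0.53 (camera adjusted p = 0.0617). A lower share of the main cell type would raise the markers of all other types alike, that is, give each a slope near 1 on the epithelial score within ages. This is argued against, as the slopes of 10 of 10 other cell type lists had a 95% interval below 1, and the highest was 0.28 (0.15 to 0.41), for 2 genes of pancreatic acinar cells. In PW3 replicate 2 these genes were 1.48, mesothelium 0.87 and adipocytes 0.55 above the mean of the other PW3 libraries on the log2 scale, compared with 4.39 for the epithelial list. A candidate explanation that the ranges leave open is mucosa left on the muscle of single libraries. How many genes of the list the muscle coat itself expresses was not tested. Camera at its preset correlation called the age difference of this list, while fry and the permutation test did not, and a biological cause of it stays open.

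The list of lymphocytes and antigen-presenting cells, of which 6 of 14 genes were tested, had median log2 fold changes of 1.29 in PW3 and 1.54 in PW5 (camera adjusted p = 0.000109 and 0.00336, fry adjusted p = 0.0316 and 0.0238), and all 6 genes rose at both ages. Cd74 was at 6.65, 7.83 and 12.3 FPKM in PW1, 36.5, 31.8 and 48.8 FPKM in PW3 and 39.2, 38.6 and 74.7 FPKM in PW5, and H2-Aa and H2-Eb1 were likewise higher in all later libraries (exact permutation p of the list mean 0.1). With the epithelial score as a covariate the lower of its 2 medians was still 1.29. This argues against epithelium left on the muscle of single libraries as the cause for this list. The score holds epithelial genes only, so other tissue of the mucosa left on the muscle is not excluded. A change of lymphocytes and antigen-presenting cells, or of their transcripts, with age stays open and was not tested.

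The smooth muscle list, 13 genes, had median log2 fold changes of 0.67 in PW3 and 0.53 in PW5 (camera adjusted p = 1.31e-06 and 0.00132, fry adjusted p = 0.0065 and 0.00414, exact permutation p of the list mean 0.1 at both ages), and 12 and 10 of its genes rose. Actg2 was at 5830, 5215 and 4396 FPKM in PW1 and 8094, 7305 and 9743 FPKM in PW3. Its PW5 values of 6926, 4934 and 5291 FPKM overlapped those of PW1. Tagln was at 3480, 2834 and 2816 FPKM in PW1 and between 4496 and 5180 FPKM in the later libraries. Acta2 overlapped its PW1 values at both later ages. It was at 5800, 5171 and 4965 FPKM in PW1, 5349, 4451 and 7906 FPKM in PW3 and 4941, 5322 and 5262 FPKM in PW5. The scaling of the deposited values is argued against, as the lower of the 2 medians was 0.67 after median-of-ratios scaling and 0.41 after quantile normalization. A higher share of muscle cells would lower the lists of all other cell types, unless those cells change with age themselves. Of 10 other lists, the means of 3 (enteric glia, PDGFRA-positive cells, lymphocytes and antigen-presenting cells) lay above PW1 by more than their 95% interval at both ages. In PW3 these 3 lists lay above PW1 and none below (0 of 10); in PW5 5 lay above, with interstitial cells of Cajal (0.51, 0.05 to 0.97) and pancreatic acinar cells (0.74, 0.18 to 1.30) added, and 1, red blood cells, below. The mean of enteric neurons differed by 0.16 (-0.09 to 0.41) and 0.05 (-0.17 to 0.26). The lists of PDGFRA-positive cells and of pancreatic acinar cells hold 2 genes each, and the intervals are not adjusted for the number of lists. The rises go against a fall of all other cell types, but several shares can rise together at the expense of cells without a list, so a higher share and a change in the muscle cells cannot be told apart. Maturation of the muscle cells is a candidate explanation that the ages of the mice leave open, and it was not tested.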

How the results depend on the processing

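The numbers of DEGs stayed within 1.5 times their values under every alternative except the adjusted p in PW3, which left 378. Apart from the adjusted p, in PW3 they ranged from 733 (unmoderated Student's test) to 1037 (without PW3 replicate 1), and in PW5 from 1069 (unmoderated Student's test) to 1437 (pseudocount 0.1). DEGs with an adjusted p numbered from 96 to 380 in PW3 and from 857 to 941 in PW5 across the fits that each left out one library. In PW3 they were 96 to 119 without a PW1 library and 235 to 380 without a PW3 library, and the cause of this difference was not tested. With the epithelial score as a covariate, chosen after seeing the data, they were 192 in PW3 and 855 in PW5, and without the genes that differ over 10-fold within an age 567 and 1032. The latter filter selects on the spread that the test uses, so its numbers are not comparable with the others.

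The balance of directions depended on the scaling. Of the PW3 DEGs 31.1% were higher, compared with 48.0% (411 higher, 446 lower) after quantile normalization and 47.3% (409 and 455) after median-of-ratios scaling, and of the PW5 DEGs 38.7%, compared with 49.2% (622 and 642) and 49.3% (605 and 622). Of the DEGs, 720 and 734 in PW3 and 1127 and 1112 in PW5 were also DEGs under these scalings.

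The replicate numbers did not pair the mice. The correlations between same-numbered libraries of their deviations from the age means were 0.09, -0.01 and -0.03 for PW3 and -0.07, 0.03 and 0.06 for PW5. With a replicate block, 858 DEGs were found in PW3 and 1226 in PW5; 0 and 688 of them had an adjusted p under 0.05, and in PW3 1976 genes had an unadjusted p under 0.05.

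Of the gene lists, 7 in PW3 and 9 in PW5 had an adjusted p under 0.05 with camera, and 0 and 2 with the estimated inter-gene correlation, under which 3 and 3 lists had an unadjusted p under 0.05 (the cause was not tested); fry called 7 and 9.

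Of the lists with a camera adjusted p under 0.05, mucosal epithelium in PW3 changed its direction without PW3 replicate 2 (-0.40). Among the named genes, the directions that reversed were those of genes with no adjusted p under 0.05 in the comparison as reported. With quantile normalization Syn1 in PW5 moved to 0.013 and with median-of-ratios scaling to 0.033. Sox10 in PW5 was -0.22 with the epithelial covariate. The cause was not tested for these values. With single libraries left out, Syn1 in PW5 ranged from -0.23 to 0.080, Sema3a from -0.13 to 1.43 and from -0.22 to 1.31, Scn7a in PW3 from -0.34 to 1.07, Sox10 from -0.59 to 1.35 and from -0.77 to 1.17, Chat from -0.19 to 0.39 and from -0.19 to 0.73, and Cyp2c55 in PW3 from -0.034 to 3.64. Of 1721 values under alternatives, 92 were labelled weaker, 37 stronger, 16 reversed and 11 moved, and the rest the same. The 16 reversed are all values of single genes. List medians that changed sign were counted as weaker, stronger or the same. For example, the median of interstitial cells of Cajal in PW5, -0.19, was 0.15 without PW1 replicate 3 and was labelled the same. Depth is unknown, so how far counting error limits the low genes could not be told.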

Differences from the paper's values

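The numbers of DEGs did not differ from the paper's by more than 1.5 times. The paper's 1016 DEGs in PW3 (401 up, 615 down) compare with 896 (279 and 617), and its 1235 in PW5 (463 up, 772 down) with 1265 (490 and 775). Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1034 DEGs in PW3 with 316 higher and 718 lower, and median-of-ratios scaling and quantile normalization came nearest to the paper's number of upregulated genes, with 409 and 411, beside 455 and 446 downregulated ones. None gave both of the paper's numbers for PW3. In PW5, limma without the trend gave 1246 DEGs (481 and 765), and a mean of at least 1 FPKM 1245 (477 and 768).

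The legend of Figure 1A ties the drawn changes to a false discovery rate criterion, whereas 3 of the 13 genes described in PW3 and 5 in PW5 had a limma adjusted p under 0.05. Snap25 in PW3 also passed with the same total in every library, quantile normalization, median-of-ratios scaling, all 3 ages in one fit and without PW3 replicate 3, and when adjusted over these 13 genes alone, a milder adjustment than over all genes of the figure, 5 passed in PW3. Syn1 in PW3 passed with both quantile normalization and median-of-ratios scaling, and Sema3b in PW5 without PW1 replicate 2. The figure draws the PW5 libraries in the same colour for each gene, while their deposited values differ, for example 7.46, 3.75 and 4.78 FPKM for Nos1. It draws Sema3b lowest in PW5, where the deposited values of 15.9, 13.4 and 15.0 FPKM are above all PW1 values. Syn1 is drawn lowest in PW3 replicate 3, whose 12.4 FPKM lies above all PW1 values. Sema3a is drawn low in all PW5 libraries, and its highest value, 10.6 FPKM, was in PW5 replicate 3.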

Other observations

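The tests of skeletal muscle, of low expression, of several transcripts and of overlapping genes below were chosen only after the results were seen. For the numbers of DEGs, 1 of the 10 splits of the 6 libraries, the true one, gave as many genes in PW3 and again 1 of 10 in PW5; the other splits gave 175 to 245 and 147 to 281 genes by the criterion, and at most 4 and 2 with an adjusted p. The share of 10 splits cannot fall below 0.1.

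Genes measured by qRT-PCR or immunoblot in other samples of the study had these values in the sequenced libraries. S100b increased at both ages, with log2 fold changes of 1.22 and 1.52 (limma adjusted p = 0.0102 and 0.00055), and in PW3 the adjusted p was 0.0618 without PW1 replicate 2. Kcna1 was listed at 0 in PW1 replicates 1 and 3 and at 0.104 FPKM in replicate 2, with 1.51, 2.80 and 2.40 FPKM in PW3 and 3.17, 1.64 and 0.896 FPKM in PW5 (limma adjusted p = 0.0602 and 0.0510). Ret fell by 0.20 and 0.52 on the log2 scale (limma adjusted p = 0.307 and 0.00199). Pdgfra, whose exons overlap another gene on the same strand, rose by 0.65 and 0.58 (limma adjusted p = 0.0596 and 0.0180), and in PW5 the adjusted p was 0.0536 without PW1 replicate 1. Kit changed by 0.04 and -0.19, P2ry1 by 0.43 and 0.43, Slc18a3 by 0.16 and -0.27 and Chat by 0.14 and 0.33, none with a limma adjusted p under 0.05. Sox10 was at 0.858, 23.8 and 26.4 FPKM in PW1, and without PW1 replicate 1 it fell by 0.77 in PW5 (limma adjusted p = 0.00914). Ano1 was at 4.13, 2.77 and 20.2 FPKM in PW5 against 1.48, 0.802 and 0.668 FPKM in PW1, and its log2 fold change of 1.93 was 1.17 without PW5 replicate 3.

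Gapdh, the reference of the qRT-PCR, was at 14.7, 22.7 and 14.1 FPKM in PW1, 14.1, 13.2 and 15.1 FPKM in PW3 and 0.272, 7.96 and 6.09 FPKM in PW5. Its log2 fold change in PW5 was -2.04 (limma adjusted p = 0.113) and -1.16 without PW5 replicate 1 (limma adjusted p = 0.0363). Of the 100-base windows of its transcripts 20.9% lie in another annotated gene. These windows were pooled over 13 annotated transcripts, so the share within the transcripts that are expressed is not known. The Gapdh primer pair also matched 43 other annotated genes. Shared reads are therefore neither shown nor excluded as a cause. Whether the deposited value of a gene is the sum over its transcripts or that of a single assembled transcript could not be told, which leaves open how far these values stand for the expression of Gapdh. No biological explanation was tested.

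Skeletal muscle genes were highest of all 9 libraries in PW1 replicate 2 at 9 of the 10 genes of their list. Acta1 was at 362 FPKM there against 47.7 and 60.8 FPKM in the other PW1 libraries, and Tnnc2 at 227 against 11.8 and 29.7 FPKM, while Ckm was at 140 FPKM there and at 141 FPKM in PW3 replicate 3. The list's median log2 fold changes of -1.56 and -1.79 (camera adjusted p = 0.237 and 0.166) were -0.90 and -1.17 without that library, and -2.15 and -2.49 without PW1 replicate 1 (camera adjusted p = 0.0147 and 0.0152). A candidate explanation for the 9 genes is skeletal muscle in the tissue of this single library, and how many of the genes the colonic muscle also expresses was not tested. Mylpf, among the largest falls, is one of them.

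The other lists gave these values. Enteric glia had medians of 0.76 and 1.52 (camera adjusted p = 0.0180 and 0.0161), 2 of its 10 genes being shown in Figure 1A. In PW3 the adjusted p was 0.145 without PW3 replicate 3 and 0.0550 after median-of-ratios scaling. Of the 9 glial genes tested, 7 rose and 2 fell at each age. Fabp7, the glial gene with the highest mean FPKM, had log2 fold changes of -3.34 and -4.87. The enteric neuron list, with 5 genes of Figure 1A, had medians of 0.15 and -0.14 (0.0740 and 0.568), and in PW3 the adjusted p was 0.0349 after median-of-ratios scaling and 0.0410 without PW3 replicate 3, where the median was -0.03. The list of interstitial cells of Cajal had medians of 0.04 and -0.19 (camera adjusted p = 0.158 and 0.568, fry adjusted p = 0.0311 and 0.0382). The negative median does not stand for a fall of the whole list in PW5. There 2 of its 5 genes rose and 3 fell, but its mean log2(FPKM + 1) was 0.51 above PW1. Red blood cell genes had medians of -1.17 and -2.91 (0.0965 and 0.0161), with Hbb-bs at 191, 476 and 169 FPKM in PW1 and 41.9, 30.6 and 17.7 FPKM in PW5, and without PW1 replicate 2 the medians were -0.60 and -2.34. In PW3 the median was -1.73 without PW1 replicate 3 (camera adjusted p = 0.00852), and in PW5 the adjusted p was 0.0520 with the epithelial covariate. Adipocytes had -0.86 and 0.26 (0.917 and 0.420; 0.0314 in PW5 without PW5 replicate 3) and immediate early genes -0.34 and -0.42 (0.350 and 0.991). Lists with fewer than 5 genes were not tested with camera or fry. Their mean log2(FPKM + 1) in the libraries ranged from 3.76 to 4.66 for 2 genes of PDGFRA-positive cells, 0.728 to 3.15 for 2 genes of pancreatic acinar cells and 1.24 to 3.34 for 4 genes of mesothelium. With Reactome pathways in place of the lists, the medians in PW3 and PW5 were -0.45 and -0.44 for Cell Cycle, Mitotic, -0.36 and -0.32 for DNA Replication, -0.45 and -0.62 for Peptide chain elongation, and -0.11 and -0.31 for Extracellular matrix organization (camera adjusted p = 0.564 and 0.348).

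Values over 10-fold apart between libraries of one age were found at 2352 genes, of which 276 had a value above 20 FPKM and 34 one above 100 FPKM. Low expression alone is argued against by the 276 genes. At 298 genes in PW1, 514 in PW3 and 305 in PW5 one library was listed at 0 and another above 3 FPKM, and 70 and 86 of the DEGs had such a 10-fold difference. Genes that followed the epithelial score within ages were a minority, 76 of the 276 genes (27.5%), compared with 5.40% of all genes. The score holds epithelial genes only, so other cells of the mucosa are not covered by it. At equal expression, the odds ratio for such a difference was 1.23 (95% interval 1.00 to 1.51) for genes with at least 10% of their windows in another gene, 1.22 (1.03 to 1.45) for genes overlapping another on the same strand and 1.04 (0.94 to 1.16) for genes with more than 5 transcripts. The intervals of the first and second lie above 1, which was the sign set for them as contributors. A further condition was added after the odds ratios were seen, that genes without the property show the difference less than 0.5 times as often as genes with it, and none met it: 23.0% of genes with shared windows and 23.5% of those without, 27.3% and 23.1% for overlapping genes, and 25.9% and 21.3% for transcripts. These properties may contribute but leave most of the pattern without an explanation, and how StringTie's assembled transcripts were merged into genes was not tested.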
